# AC093797.1 as a Potential Biomarker to Indicate the Prognosis of Hepatocellular Carcinoma and Inhibits Cell Proliferation, Invasion, and Migration by Reprogramming Cell Metabolism and Extracellular Matrix Dynamics

**DOI:** 10.3389/fgene.2021.778742

**Published:** 2021-12-03

**Authors:** Xiaoling Liu, Chenyu Wang, Qing Yang, Yue Yuan, Yunjian Sheng, Decheng Li, Suvash Chandra Ojha, Changfeng Sun, Cunliang Deng

**Keywords:** biomarker, HCC, AC093797.1, biological function, long-non-coding RNA

## Abstract

**Purpose:** The risk signature composed of four lncRNA (AC093797.1, POLR2J4, AL121748.1, and AL162231.4.) can be used to predict the overall survival (OS) of patients with hepatocellular carcinoma (HCC). However, the clinical significance and biological function of AC093797.1 are still unexplored in HCC or other malignant tumors. In this study, we aimed to investigate the biological function of AC093797.1 in HCC and screen the candidate hub genes and pathways related to hepatocarcinogenesis.

**Methods:** RT-qPCR was employed to detect AC093797.1 in HCC tissues and cell lines. The role of AC093797.1 in HCC was evaluated *via* the cell-counting kit-8, transwell, and wound healing assays. The effects of AC093797.1 on tumor growth *in vivo* were clarified by nude mice tumor formation experiments. Then, RNA-sequencing and bioinformatics analysis based on subcutaneous tumor tissue was performed to identify the hub genes and pathways associated with HCC.

**Results:** The expression of AC093797.1 decreased in HCC tissues and cell lines, and patients with low expressed AC093797.1 had poor overall survival (OS). AC093797.1 overexpression impeded HCC cell proliferation, invasion, and migration *in vitro* and suppressed tumor growth *in vivo*. Compared with the control group, 710 differentially expressed genes (243 upregulated genes and 467 downregulated genes) were filtered *via* RNA-sequencing, which mainly enriched in amino acid metabolism, extracellular matrix structure constituents, cell adhesion molecules cams, signaling to Ras, and signaling to ERKs.

**Conclusion:** AC093797.1 may inhibit cell proliferation, invasion, and migration in HCC by reprograming cell metabolism or regulating several pathways, suggesting that AC093797.1 might be a potential therapeutic and prognostic marker for HCC patients.

## Introduction

Hepatocellular carcinoma (HCC) causes a considerable number of deaths around the world every year. This has been a challenge in recent years, and it will affect approximately one million people each year by 2025 (Villanueva, 2019; Llovet et al., 2021; Sung et al., 2021). China is one of the countries with the highest incidence and mortality of liver cancer, especially HCC (Chen et al., 2016; Feng et al., 2019). Although many studies have clarified the risk factors of HCC and improved the diagnosis and treatment methods, the 5-year survival rate is still very poor (Greten et al., 2015). The mechanism of tumorigenesis is not yet fully understood, which is a huge obstacle to the treatment of tumors.

Long non-coding RNA (lncRNA) is comprised of a type of non-coding RNA with a length of more than 200 nucleotides, and it plays an important regulatory role in many cellular processes such as epigenetics, cell cycle, and cell differentiation. With deepening research, increasing evidence has confirmed that lncRNAs play a vital role in the biological process of various cancers, including HCC (Zhang et al., 2015; Yang et al., 2020).

In the previous study, we found that LncRNA AC093797.1 (Ensemble ID: ENSG00000233110, also known as: RP11-301L8.2) combined with three lncRNA (POLR2J4, AL121748.1, and AL162231.4) can be used to predict the prognosis of HCC patients by mining the GEO database and analyzing the gene microarray of HCC tissues (Ma and Deng, 2019). However, the biological role of AC093797.1 in liver cancer or any other malignant tumor has not been documented. In this study, we aimed to investigate the biological function of AC093797.1 and predict the key genes or signal pathways on which it is dependent. Finally, we found that the expression of AC093797.1 was decreased in HCC tissues and HCC cells, and patients with higher expression of AC093797.1 tend to have better 5-year survival. Combined with age, BMI, TNM stage, grade, and family-related history, AC093797.1 has good predictive power for the 5-year survival of patients with HCC. In addition, overexpression of AC093797.1 can significantly inhibit the proliferation, invasion, and migration of HCC cells *in vitro* and inhibit tumor growth *in vivo*. AC093797.1 can be involved in the disease process of HCC through a variety of pathways, and that might be a potential diagnostic and therapeutic target.

## Material and Methods

### Specimens and Data Collection

The tumor tissues and paired paracancerous tissues used in this study were obtained from 16 HCC patients who underwent hepatectomy in the department of Hepatobiliary Surgery of the Affiliated Hospital of Southwest Medical University. The specimens were frozen in liquid nitrogen immediately after removal. The histopathological diagnosis of HCC specimens was diagnosed by two pathologists independently, and both were diagnosed as HCC. This study was approved by the Institutional Review Board of the Affiliated Hospital of Southwest Medical University (Luzhou, China). Further, the RNA-seq data and clinical data with survival information were downloaded from UCSC Xena (https://xenabrowser.net/datapages/) to evaluate the predictive power of AC093797.1 and analyze the correlation with clinical indicators.

### Cell Culture and Transfection

HCC cell lines, including HCCLM3, MHCC97-H, Huh7, and HepG2, and human normal liver cells LO2 were purchased from Procell Life Science and Technology Co., Ltd. (Wuhan, China). The overexpression vector of AC093797.1 (OE-AC093797.1) and empty vector (pcDNA3.1) were purchased from Shanghai Generay Biotech Co, Ltd. (Shanghai, China). HCCLM3, MHCC97-H, and Huh7 cells were cultured in DMEM medium (Gibco), LO2 cells were cultured in RPMI 1640 (Gibco), and HepG2 cells were cultured in MEM medium (Gibco). Above media were supplemented with 10% fetal bovine serum (FBS). All the cells were incubated in an incubator with 5% CO_2_ at 37°C.

For the transfection, HCC cells were incubated in a 24-well polypropylene plate and transfected with the empty vector pcDNA3.1 or OE-AC093797.1 according to the instructions of Lipofectamine™ 2000 (Thermo, USA) when the cell confluence reaches about 70–90%. To obtain the stable transfected cell lines, the transfected HCC cells were screened by G418 (1 mg/ml) for 2 weeks.

### RNA Isolation and qPCR

Total RNA of liver tissues or cells was isolated using Trizol reagent. RT first Strand cDNA Synthesis Kit was used to reverse transcribe 2 μg of total RNA into cDNA, and SYBR Green qPCR Master Mix (High ROX) was used for qRT-PCR. All the above reagents were purchased from Servicebio Biotechnology Co., Ltd. (Wuhan, China). The housekeeping gene glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as the reference gene, and the relative expression of AC093797.1 was calculated *via* the 2^-△△Ct^ method. The primers used in this study were as follows: GAPDH forward primer: 5′-GGA​CCT​GAC​CTG​CCG​TCT​AG-3′; GAPDH reverse primer: 5′-GTA​GCC​CAG​GAT​GCC​CTT​GA-3′; AC093797.1 forward primer: 5′-TGC​CGC​AAG​GAG​GAG​GCT​ATT​GTT-3′; AC093797.1 reverse primer: 5′-TGG​GAA​GGC​TTA​TTC​ATG​GAC​CTA-3′.

### CCK-8 Assay

Cell-counting Kit-8 (CCK8) reagent was used to determine cell proliferation. Briefly, post-transfection for 24 h, the HCCLM3 cells were seeded into 96-well plates at 3 × 10^3^ cells/well. At 0, 24, 48, 72, and 96 h, 10 μl CCK8 reagent was added to the wells and incubated at 37°C for an extra 4 h, then to detect the absorbance value at 450 nm by a microplate reader.

### Wound-Healing Assay

After 24 h of transfection, the transfected cells were plated into a 24-well plate (2.5 × 10^5^ cells/well). A sterile 200 μl plastic pipette tip was used to make scratches, the image of scratches at 0 and 48 h was captured by an inverted microscope at 40× magnification, and Image J was used to calculate the healing area of scratches.

### Transwell Assays

The 24-well transwell chambers with 8 μm pore size were employed to assess the motility potential of HCC cells. For the invasion experiment, the bottom membrane of the chamber was pre-coated with 50 μl of Matrigel (3 mg/ml). After 24 h of transfection, the transfected cells were harvested and suspended in the serum-free medium at a density of 4 × 10^5^ cells/ml, then 100 μl of cell suspension were dispensed into the upper chamber. Complete medium (600 μl) was added to the lower chamber. After 24 h, adherent cells on the membrane were fixed with paraformaldehyde fixative and stained with 0.1% crystal violet. A cotton swab was used to remove non-migrated cells, the images of 10 random fields at 200× magnification were captured by a microscope, and the number of cells was counted.

### Nude Mice Tumor Formation Experiment

The 5-week-old female BALB/c nude mice weighing 15–20 g were maintained under specific-pathogen-free conditions and randomly divided into control group and OE-AC093797.1 group (*n* = 5 per group). In the nude mice tumor formation experiment, stably transfected HCCLM3 cells (5 × 10^7^ cells in 100 μl) were subcutaneously injected into each nude mice. The mice with tumors were observed, and the volume of the tumor was calculated by the following formula: V_tumor_ = length × width^2^ × π/6. When the tumor grows to about 2000 mm^3^, the mice were sacrificed after anesthesia and tumor tissues were isolated. All procedures for the nude mice experiment were approved by the Animal Care Committee of Southwest Medical University (Luzhou, China).

### Immunohistochemical Assay

Part of the tumor tissue isolated from the nude mice was fixed with 4% paraformaldehyde and used to detect the expression of Ki67 in the tumor tissue according to the instructions of the Ki-67 detection kit (Immunohistochemistry, Sangon Biotech Co., Ltd., Shanghai, China).

### RNA Transcriptome Sequencing and Bioinformatics Analysis

The total RNA was extracted from subcutaneous tumor tissue of nude mice in the OE-AC093797.1 and control group and used to prepare a common transcriptome library; then, the RNA sequencing was performed on the Illumina NovaSeq 6000 platform. The “DNSeq2” package in R 4.0 was used to filter the differentially expressed genes between two groups. |log2foldchange| > 1.5 and adjust *p*-value (FDR) < 0.05 were set as the criterion. Then, gene ontology (GO), KEGG signaling pathway enrichment analysis, and gene set enrichment analysis (GSEA, including c2.cp.kegg v7.4.symbols.gmt and c2.cp.reactome.v7.4.symbols.gmt) were performed. Adjusted *p*-value (FDR) < 0.05 indicates that the gene or the signaling pathway was significantly enriched in the corresponding category. Furthermore, the protein-protein interaction (PPI) network was constructed by the online tools STRING (https://string-db.org/) and visualized by Cytoscape 3.8. Then, the function modules and hub genes were identified by the plunge-in Molecular Complex Detection (MCODE) and cytoHubba using the default parameters and MCC algorithm, respectively.

### Statistical Analysis

All data were expressed as mean ± standard deviation (SD), and the standard two-tailed t-test or one-way analysis of variance (ANOVA) was used to compare the difference between two groups. The correlation between the expression of AC093797.1 and clinical variables was assessed by chi-square test. Univariate and multivariate Cox regression models were used to screen the independent prognostic factor of HCC patients in the software SPSS 26. The subgroup analysis between the expression of AC093797.1 and clinical variables was performed *via* the package “forestplot” in R, and the survival analysis between the expression of AC093797.1 and survival time was performed *via* the package “survival” and “survminer” in R. *P* < 0.05 indicates the differences with statistical significance.

## Results

### LncRNA AC093797.1 was Decreased in HCC and Associated With the Poor Survival of Patients

The GEPIA database integrates the data from the TCGA and the GTEx database, which recomputed the RNA sequencing raw data based on a standard processing pipeline to minimize differences from distinct sources to make data from different sources more compatible. The GEPIA database contains RNA expression profiles of 369 HCC tissues and 160 normal tissues. Based on the expression profiles of GEPIA, AC093797.1 was significantly low-expressed in HCC tissues than normal liver tissues (*p* < 0.05, Figure 1A). In this study, the expression of AC093797.1 was also confirmed in paired pathological tissues of HCC patients and liver cancer cell lines. As shown in Figures 1B,C, the expression of AC093797.1 in the 16 HCC tissues and four liver cancer cell lines (including HCCLM3, Huh7, HepG2, and MHCC97-H) was significantly decreased than adjacent non-tumor specimens and normal liver cells LO2. Further, the HCC patients with lower expression of AC093797.1 have poorer 5-year survival, but the expression level of the lncRNA was not related to the 5-year disease-free survival (DFS) (Figures 1D,E), indicating that the expression of AC093797.1 may be a biomarker of 5-year survival of HCC patients.

**FIGURE 1:**
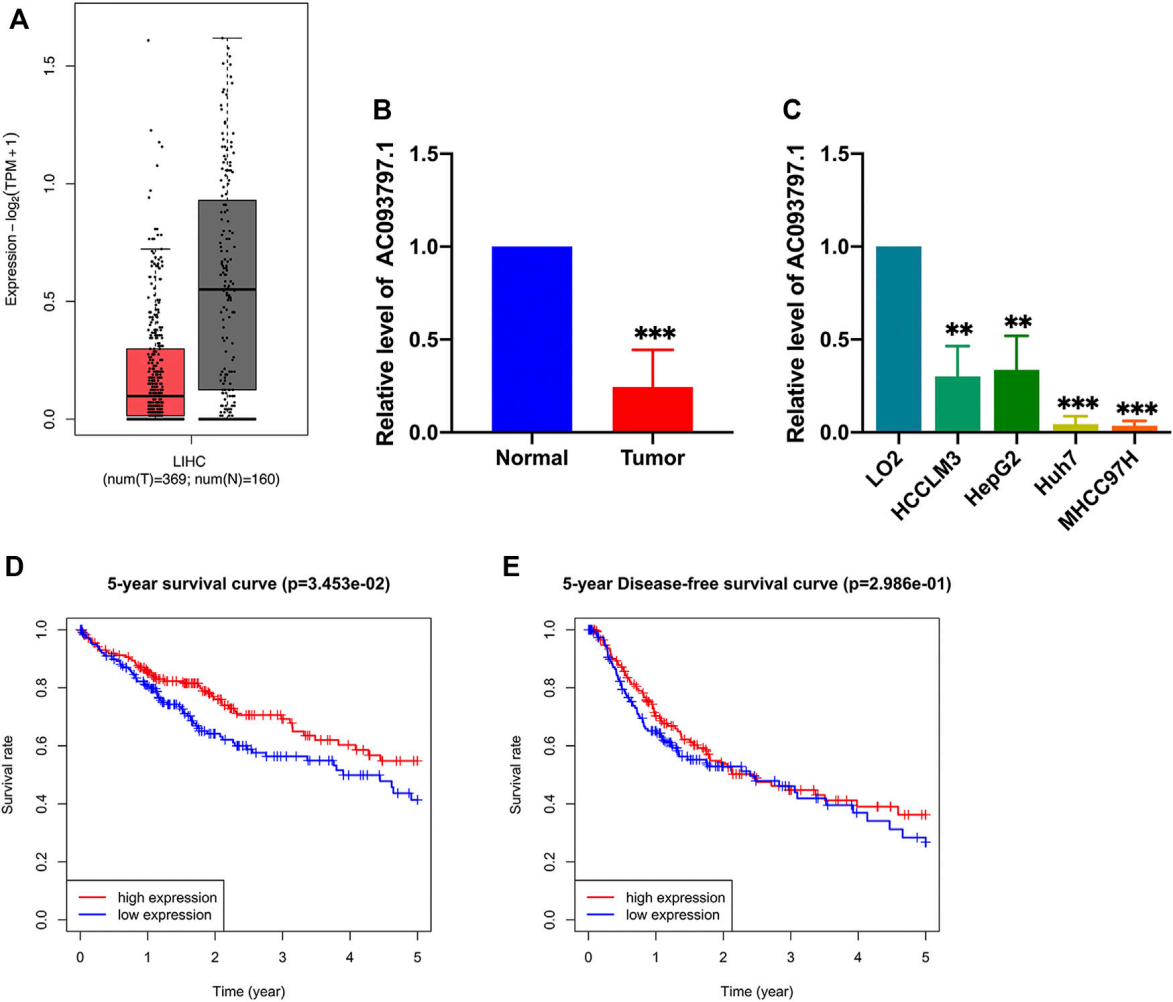
The expression and prognosis value of AC093797.1. **(A)** The expression AC093797.1 in HCC tissues in GEPIA database (red: HCC tissues; grey: normal tissues). **(B)** The expression of AC093797.1 in the 16 HCC tissues collected in this study. **(C)** The expression of AC093797.1 in the HCC cell line HCCLM3, HepG2, Huh7, and MHCC97H. **(D**–**E)** The 5-year survival and DFS plot based on the expression of AC093797.1. **p < 0.01, ***p < 0.001.

### The Relationship Between AC093709.1 and Clinical Indicators

To explore the correlation between the expression of AC093709.1 and clinical indicators, 365 HCC patients with survival information in the TCGA database were divided into low- and high-expression groups according to the median of AC093797.1. Combined with the 5-year overall survival information, the BMI (>23.9 vs. ≤23.9) and living status of HCC patients were significantly different between the two groups (Table 1), suggesting that the expression level of AC093797.1 may be related to the BMI and 5-year OS of HCC patients. While combined with the 5-year DFS information, the BMI (>23.9 vs. ≤23.9) and hepatic inflammation of HCC patients was significantly different between the two groups (Table 1).

**TABLE 1:** The clinical characters of HCC patients in the AC093797.1 low-/high-expression group.

Clinical features		OS			DFS		
		AC093797.1 expression		*p* value	AC093797.1 expression		*p* value
		High	Low		High	Low	
Age	≤60	81	92	0.161	69	83	0.230
	>60	104	88		84	77	
Gender	Female	66	53	0.119	97	111	0.263
	Male	115	113		56	49	
BMI	≤23.9	66	86	0.045	58	79	0.038
	>23.9	98	82		86	72	
TNM stage	I-II	128	126	0.279	111	116	0.632
	III-IV	38	49		31	37	
Grade	G1/G2	115	115	0.575	95	97	0.570
	G3/G4	61	69		54	63	
Tumor status	Tumor free	80	81	0.550	71	73	0.570
	With tumor	67	55		53	47	
Family history	None	94	110	0.115	80	99	0.080
	Yes	62	45		53	42	
Vascular invasion	None	106	99	0.360	88	87	0.533
	Yes	49	57		44	51	
AFP	≤300 ng/ml	110	102	0.357	112	107	0.291
	>300 ng/ml	29	35		27	35	
Hepatic inflammation	None	70	47	0.067	65	44	0.049
	Yes	55	60		56	48	
Living status	Alive	125	109	0.042	108	100	0.109
	Dead	55	75		44	60	

Further, univariate Cox regression and multivariate Cox regression analyses were performed to identify the risk factors that affect the prognosis of HCC patients. As shown in Figure 2A, the BMI ≤23.9, TNM stage Ⅲ-Ⅳ, with tumor, and the low expression of AC093797.1 were the risk factors of 5-year survival. The low expression of AC093797.1 was not acting as a risk factor of 5-year DFS, and the risk factors of 5-year DFS of HCC patients were the TNM stage Ⅲ-Ⅳ, with tumor and vascular invasion (Supplementary Figures S1A, B). However, the expression level of AC093797.1 was not an independent risk factor that affects the 5-year OS (Figure 2B), implying that the expression of AC093797.1 may interact with other clinical indicators to affect the 5-year survival of HCC patients.

**FIGURE 2:**
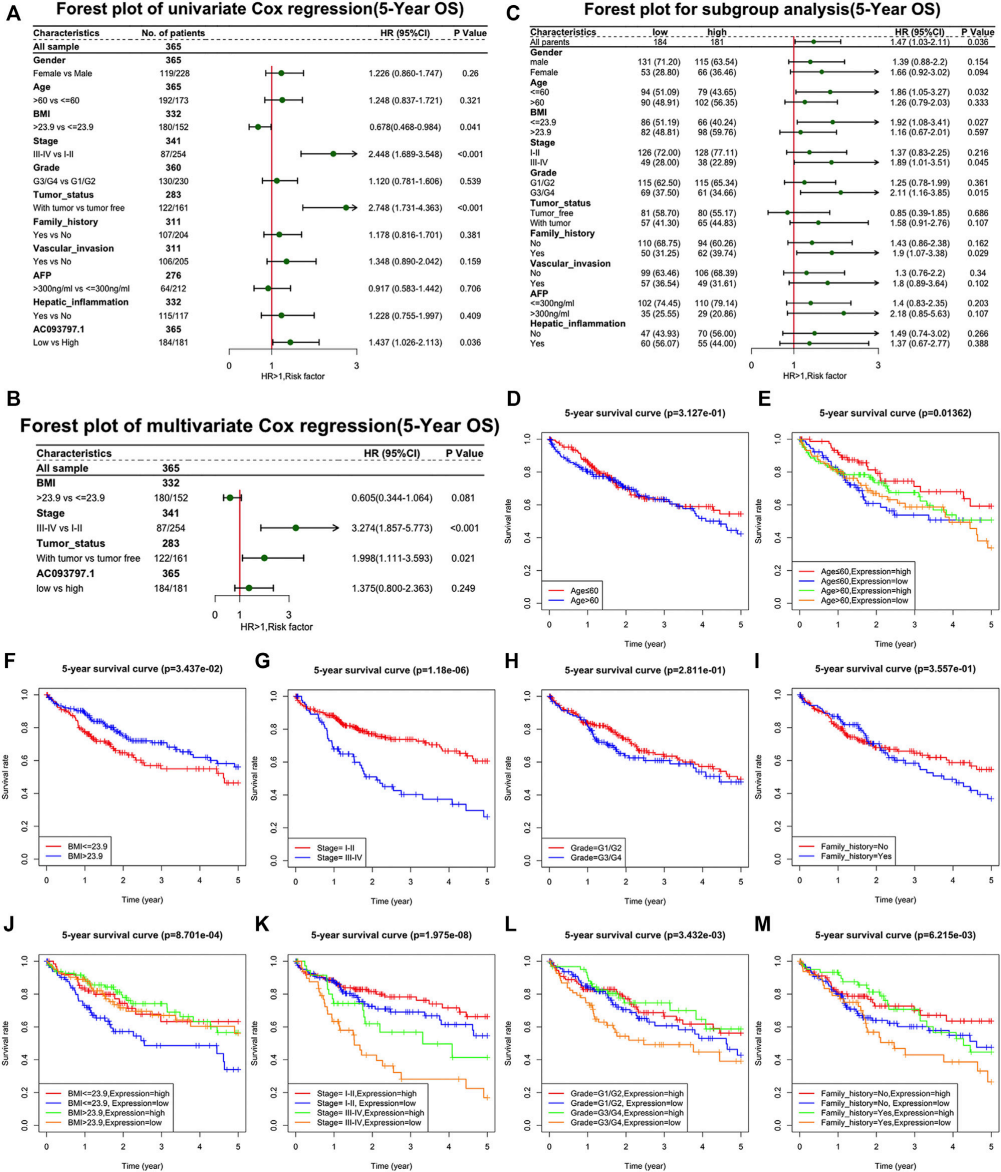
The relationship between AC093709.1 and clinical indicators. **(A)** Forest plot of univariate Cox regression (5-year overall survival, OS). **(B)** Forest plot of multivariate Cox regression (5-year OS). **(C)** Forest plot for subgroup analysis (5-year OS). **(D–M)** The survival plot of HCC patients is based on age, BMI, TNM stage, grade, family-related history, and the expression of AC093797.1.

The results of subgroup analysis showed that the expression of AC093797.1 was an independent risk factor affecting 5-year survival in patients with age ≤60, BMI ≤23.9, related family history, TNM stage III-IV, or grade III-IV (Figure 2C). But the expression of AC093797.1 was not an independent risk factor affecting 5-year DFS in any subgroup (Supplementary Figure S2C).

Besides, the expression of AC093797.1 combined with age, BMI, TNM stage, grade, and related family history can better predict the 5-year survival in patients with age ≤ 60, BMI ≤ 23.9, related family history, TNM stage III-IV, or grade III-IV (Figures 2D–M).

It was speculated that the expression of AC093797.1 may have a significant clinical correlation with clinical indicators in specific HCC patients.

### AC093797.1 Inhibited Cell Proliferation, Migration, and Invasion of the HCC Cells

To further clarify the biological role of AC093797.1 in HCC, the overexpression vector OE-AC093797.1 was transfected into HCCLM3 cells. The expression of AC093797.1 in the transfected HCCLM3 was detected by qPCR. As shown in Figure 3A, the expression of AC093797.1 was significantly increased in the cells transfected with OE-AC093797.1. Through CCK8, transwell, and wound healing assays, it was found that the overexpressed AC093797.1 in the HCCLM3 cells could inhibit cell proliferation (Figure 3B), migration (Figures 3C,D, G–H), and invasion (Figures 3E,F).

**FIGURE 3:**
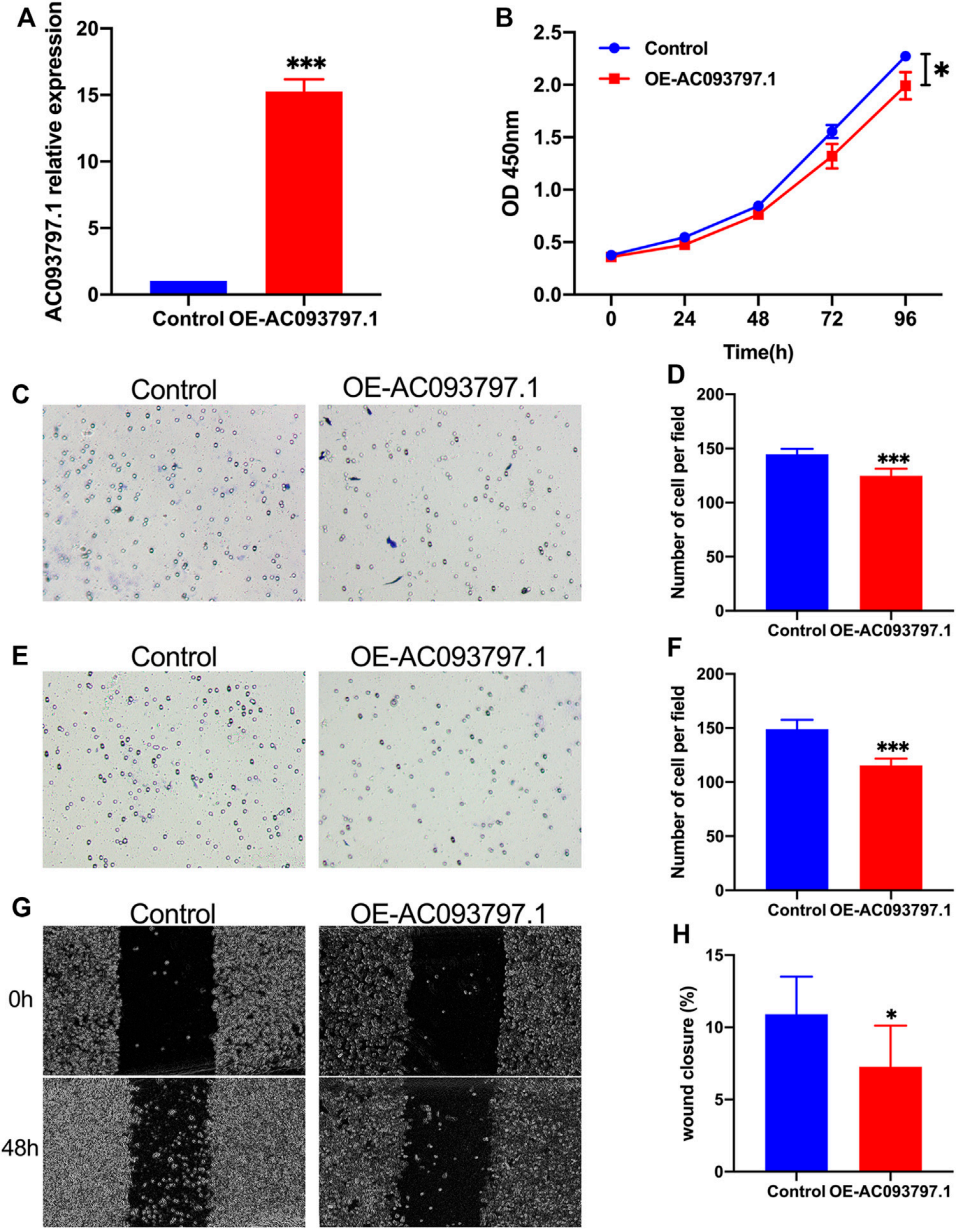
AC093797.1 inhibited cell proliferation, migration, and invasion of the HCC cells. **(A)** The expression of AC093797.1 in the HCC cells HCCLM3 transfected with OE-AC093797.1 or empty vector. **(B)** CCK8 assay detect the proliferation of HCCLM3 transfected with OE-AC093797.1 or empty vector. **(C, D)** The invasion assay of HCCLM3 transfected with OE-AC093797.1 or empty vector. **(E, F)** The migration assay of HCCLM3 transfected with OE-AC093797.1 or empty vector. **(G**–**H)** The wound-healing assay of HCCLM3 transfected with OE-AC093797.1 or empty vector. *p < 0.05, ***p < 0.001.

### AC093797.1 Overexpression Inhibits the Tumor Growth *in vivo*

*Via* the nude mice tumor formation experiment, it was found that the volume of the tumor isolated from the OE-AC093797.1 group was significantly smaller than the control group on the 45th day after subcutaneous injection (Figures 4A–D), which suggested that high expression of AC093797.1 can inhibit the growth of tumors formed by HCCLM3 *in vivo*. Ki67 protein is a nuclear protein strictly associated with cell proliferation, and it is generally believed that the higher the expression level of Ki67, the faster the tumor growth, the lower the degree of differentiation, and the worse the prognosis of tumor patients. The immunohistochemical results of ki67 showed that the positive staining area in the tumor tissue of the OE-AC097997.1 group was significantly lower compared with the control group (Figures 4E–G), indicating that AC093797.1 significantly weakened the cell division of HCC cells *in vivo*.

**FIGURE 4:**
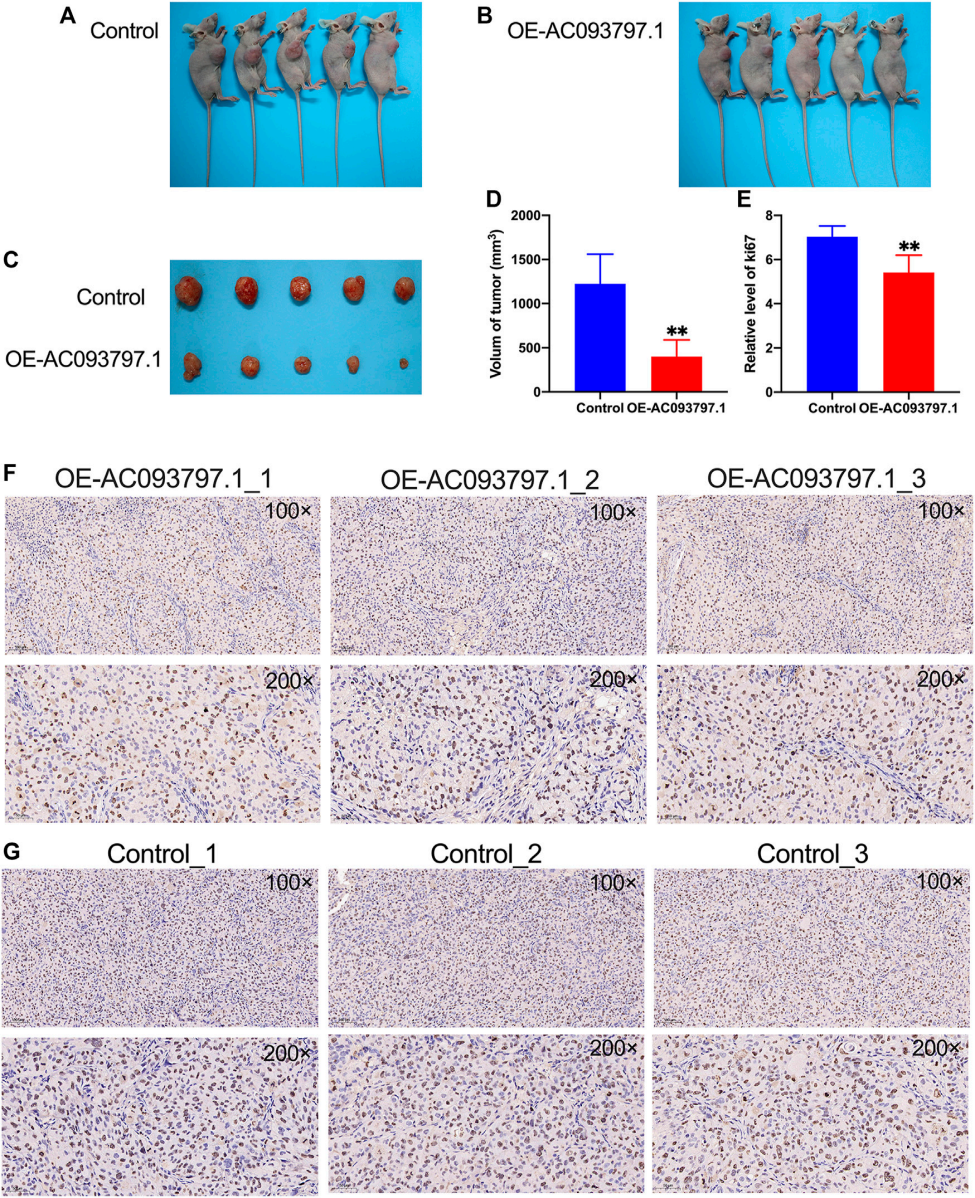
AC093797.1 can inhibit the growth of tumors in nude mice. **(A, B)** The nude mice with tumors in the OE-AC093797.1 group and control group. **(C)** The tumors isolated from the mice in the OE-AC093797.1 group and control group. **(D)** The volume of tumors isolated from the mice in the OE-AC093797.1 group and control group. **(E)** The percentage of positive straining area of Ki67 in the OE-AC093797.1 and control group. **(F, G)** The expression of Ki67 in the tumors isolated from OE-AC093797.1 and control group detected by immunohistochemical assay. **p < 0.01.

### Bioinformatics Analysis Based on Subcutaneous Tumor Specimens

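The tumors grew from HCCLM3 cells, a human HCC cell line, injected under the skin of nude mice, and 3 tumors stably transfected with OE-AC093797.1 and 3 with the control vector were sequenced. The authors deposited the number of reads they counted on each gene in each tumor, without normalization, and the same counts scaled to FPKM. The paper's text names the sequencing instrument but no aligner, counting tool or treatment of reads from mouse cells. The counts cover 58735 genes at the coordinates of GENCODE 29 on GRCh38. Between 13600048 and 15327751 reads per tumor were counted on genes, with a median of 14213244 in the control group and 15017741 in the OE-AC093797.1 group. A count of 3, taken as the floor for a fold change, equals 0.196 to 0.221 CPM (counts scaled to the library size) in these tumors. Counts were normalized by edgeR's TMM method, whose factors lay between 0.982 and 1.02, and compared by its quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. With 3 tumors against 3, an exact permutation test of a single value cannot give a p below 0.1. The lncRNA AC093797.1 (ENSG00000233110) lies on chromosome 4 from 185587909 to 185594003, has 4 exons and is encoded opposite to SORBS2. Its counts in control replicates 1 to 3 were 0, 3 and 0, and those in OE-AC093797.1 replicates 1 to 3 were 0, 1 and 1. The mean was 0.0735 CPM in the control group and 0.0449 in the OE-AC093797.1 group (two-sided exact permutation test, p = 1). A higher level of AC093797.1 was therefore not detectable in these tumors at this depth, and the groups were taken from the sample labels. The chi-square distance per gene was 7.81 to 19.3 between tumors of one group and 28.9 to 50.9 between tumors of different groups.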

In this study, subcutaneous tumor tissues of three nude mice in the OE-AC093797.1 and control group were used to extract the total RNA and performed RNA sequencing independently. Then, the differentially expressed genes of the OE-AC097997.1 group and control group were filtered by the package “DESeq2” in R. The result showed that 710 differentially expressed genes were identified, including 243 upregulated genes and 467 downregulated genes (Figures 5A,B, Supplementary Table S1).

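Of the 32869 genes with a count in any tumor, 15722 passed edgeR's filter on low counts, and 4092 of these had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the paper's criteria, which also ask for an absolute log2 fold change over 1.5, 665 genes were differentially expressed. In the tumors labelled OE-AC093797.1, 228 of them were upregulated and 437 downregulated. A test against a log2 fold change of 1.5 itself (glmTreat) changed this number by the largest factor, to 199 genes, and 456 genes were called in all 6 fits that each left out one tumor. The normalized counts of the 2 groups did not overlap for 657 of the 665 genes and for 42.0% of all tested genes, where 10% would by chance. Protein-coding genes made up 542 of the 665 and lincRNAs 54. For 64 of the genes, every tumor of one group had 3 counts or fewer, so that only a lower bound of the fold change can be given. Among genes with a mean count of at least 10, the largest changes were ranked by edgeR's fitted log2 fold change, not by the lower bounds. The falls included AC126323.1 (ENSG00000166104), a locus on chromosome 15 from 62227896 to 62253235. It had 116, 82 and 114 counts in the control tumors and 0 in each OE-AC093797.1 tumor, at least 35.6-fold lower. LGR5 was at least 30.9-fold lower, GLRA2 at least 11.7-fold and LINC01781 at least 8.57-fold. The normalized count of SOX5 on chromosome 12 fell from 216 ± 19.6 to 3.24 ± 3.88 (SD, n = 3 tumors per group), a log2 fold change of -5.99 (standard error 0.39, edgeR adjusted p = 4.1e-07). With one tumor left out, the log2 fold change of SOX5 lay between -7.59 and -5.56. Among the rises, CT55 on chromosome X had 0 counts in each control tumor and 96.5 ± 21.6 normalized counts in the OE-AC093797.1 group (SD, n = 3), at least 31.7-fold higher. NKAIN3-IT1 was at least 26.9-fold higher, MAGEA11 at least 16.6-fold, and MPDZ had 0 counts in each control tumor against 40, 49 and 69. PRKCB on chromosome 16 rose from 1.30 ± 2.25 to 692 ± 233 normalized counts (SD, n = 3), a log2 fold change of 8.87 (standard error 0.47, edgeR adjusted p = 1.1e-07). The control value of PRKCB came from 4 counts in control replicate 3, and its log2 fold change lay between 8.33 and 12.43 with one tumor left out.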

**FIGURE 5:**
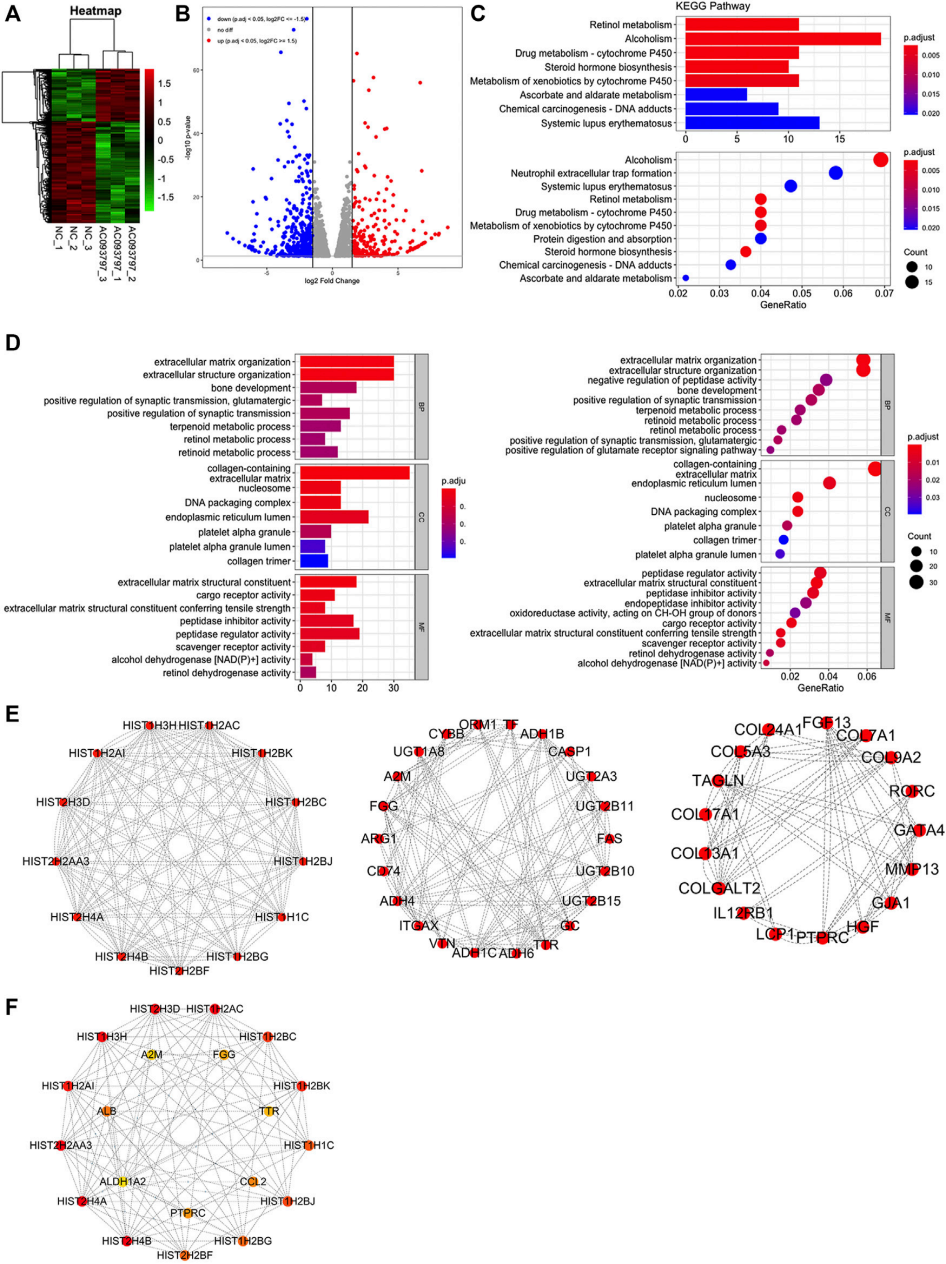
Bioinformatics analysis based on subcutaneous tumor specimens. **(A, B)** The heatmap and volcano plot of the differentially expressed genes between OE-AC093797.1 group and control group. **(C)** The bar and dot figures of KEGG of the differentially expressed genes. **(D)** The bar and dot figures of GO of the differentially expressed genes. **(E)** Three function module of protein-protein interaction (PPI) network. **(F)** The top20 core genes of PPI network.

To explore the involved biological processes and functions of these differentially expressed genes, the GO, KEGG signal pathway enrichment analyses, and GSEA were conducted. The GO analysis contained three terms, including biological process (BP), cellular component (CC), and Molecular Function (MF). For the BP, the differentially expressed genes were significantly enriched in the extracellular matrix organization, extracellular structure organization, etc.; for the CC, the differentially expressed genes were significantly enriched in the collagen-containing extracellular matrix, endoplasmic reticulum lumen, nucleosome, etc.; for the MF, the differentially expressed genes were significantly enriched in peptidase regulator activity, extracellular matrix structure constituent, etc. 

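Genes were grouped into 14 families by symbol, as a stand-in for ontology terms, and the share of differentially expressed genes in each was compared with the 4.23% among all tested genes (one-sided Fisher's exact test, Benjamini-Hochberg adjusted over the families). By this test 8 families were over-represented, and the test against a log2 fold change of 1.5 itself (glmTreat) changed that number by the largest factor, to 5. Of 62 tested extracellular matrix structural genes, 10 were downregulated and 4 upregulated (adjusted p = 1.6e-06 in Fisher's exact test). The 23 tested collagens held 6 downregulated and 2 upregulated genes (adjusted p = 1.3e-05 in the same exact test). All 23 are among the 62 and give 8 of the 14 differentially expressed genes there, so the 2 results are not independent. COL3A1 (ENSG00000168542), on chromosome 2 from 188974320 to 189012746, had 698 ± 115 normalized counts in the control group and 11.04 ± 13.1 in the OE-AC093797.1 group (SD, n = 3). Its log2 fold change was -5.95 (standard error 0.38, adjusted p = 3.5e-07 in edgeR's quasi-likelihood test), and between -7.59 and -5.45 with one tumor left out. Most of its reads in the OE-AC093797.1 group, 27 against 2 and 5, came from replicate 3. COL1A1 was also downregulated, with a log2 fold change of -1.73, which became -1.49 and missed the criterion without OE-AC093797.1 replicate 1. COL13A1 had 0 counts in each control tumor and 15, 13 and 27 in the OE-AC093797.1 tumors, at least 5.89-fold higher. All 9 differentially expressed genes among 37 tested histones were downregulated (adjusted p = 6.2e-05 in Fisher's exact test). Of 19 tested serpins, SERPINA4, SERPINA5 and SERPINA6 were upregulated and SERPINB11 was downregulated (adjusted p = 0.0148 in Fisher's exact test over both directions). With downregulated genes alone the serpins were not over-represented (adjusted p = 0.484, with 0.000597 to 0.484 over the alternatives). SERPINA5 rose from 16.9 ± 4.13 to 91.5 ± 10.6 normalized counts (SD, n = 3) and SERPINB11 fell from 80.4 ± 13.8 to 15.8 ± 2.04. The call of SERPINA4 was lost without control replicate 1, control replicate 3 or OE-AC093797.1 replicate 2, with log2 fold changes of 1.50, 1.56 and 1.46.

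**Figure D1:**
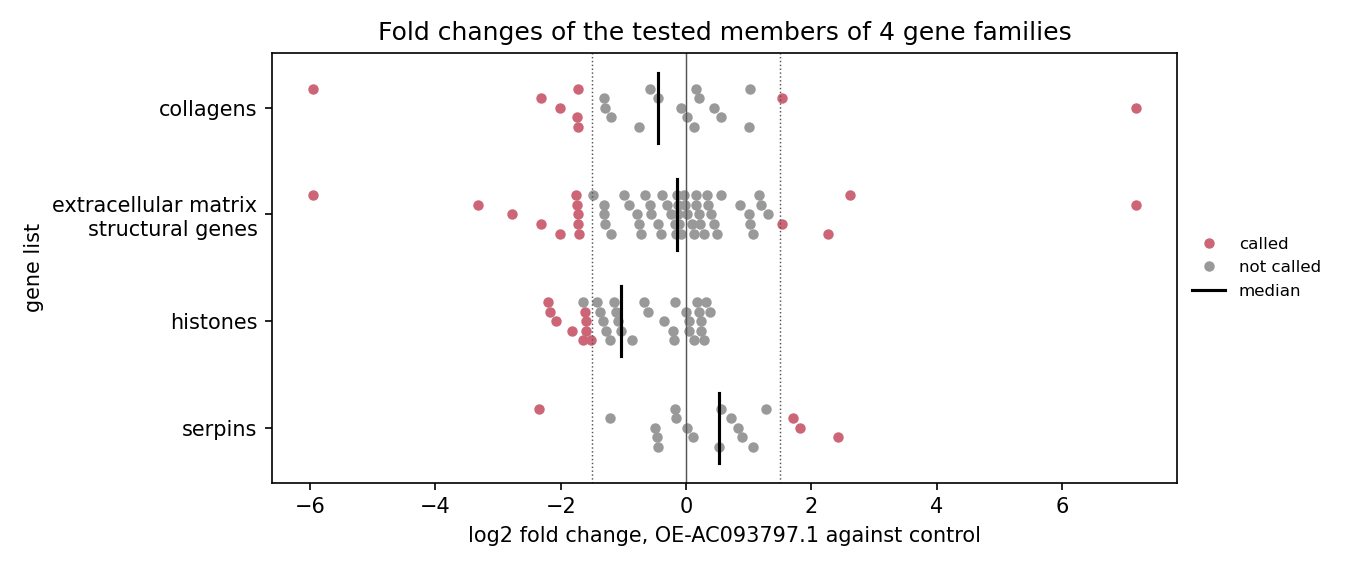
Log2 fold change of each tested collagen, extracellular matrix structural gene, histone and serpin, OE-AC093797.1 group against control group. Each point is a gene, coloured points are differentially expressed, black lines are medians and dotted lines mark 1.5 in either direction. COL3A1 is the lowest collagen at -5.95.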

(Figure 5C). 

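Enzyme families of alcohol oxidation, glucuronidation and drug metabolism were also taken by symbol. Of 6 tested class I to V alcohol dehydrogenases, 4 were differentially expressed, all downregulated (adjusted p = 0.000124 in Fisher's exact test over the families). These lie together on chromosome 4. ADH1C (99336492 to 99353027) fell from 9665 ± 1760 to 857 ± 342 normalized counts (SD, n = 3 tumors per group), a log2 fold change of -3.50 (standard error 0.24, adjusted p = 4.9e-07 in edgeR's quasi-likelihood test). ADH4 fell from 206 ± 88.8 to 8.25 ± 1.78 (log2 fold change -4.63), and ADH1B was at least 25.3-fold lower. ADH6 had a log2 fold change of -1.62, which became -1.41 and missed the criterion without OE-AC093797.1 replicate 1. Among 12 tested UDP-glucuronosyltransferases, 5 were downregulated and none upregulated (adjusted p = 0.000192 in the same exact test). UGT2B15, on chromosome 4 from 68646630 to 68670628, fell from 423 ± 77.4 to 39.7 ± 15.4 normalized counts (SD, n = 3), and UGT2A3 from 1951 ± 306 to 516 ± 136. Their log2 fold changes were -3.41 (standard error 0.24) and -1.92 (standard error 0.17). UGT2B10, UGT1A8 and UGT2B11 followed at -2.31, -1.75 and -1.57, and UGT2B11 missed the criterion without control replicate 2 (-1.24) or OE-AC093797.1 replicate 3 (-1.37). UGT1A8 shares most of its transcript sequence with other genes of the UGT1A locus, so its reads cannot be assigned to it alone. Cytochrome P450 genes were not over-represented, with 3 of 29 differentially expressed (adjusted p = 0.171 in the same exact test). They were CYP1B1, upregulated with a log2 fold change of 1.95 (standard error 0.22) in a region of chromosome 2 where neighbouring genes shifted up together, and CYP39A1 and CYP4F2, downregulated with -1.85 (standard error 0.46) and -1.74 (standard error 0.43). Of 6 tested cytosolic sulfotransferases only SULT1B1 was differentially expressed, with a log2 fold change of -3.08. The adjusted p for the family was 0.291 in the same exact test, with 0.00928 to 0.31 over the alternatives. SULT1A1 narrowly missed the criterion, with a log2 fold change of -1.499 (edgeR adjusted p = 0.000108).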

*Via* the KEGG enrichment analysis, the differentially expressed genes were significantly enriched in retinal metabolism, alcoholism, drug metabolism-cytochrome P450, steroid hormone biosynthesis, metabolism of xenobiotics by cytochrome P450, etc. (Figure 5B). 

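Hand-written lists of pathway, family and marker genes, which are not the collections used for GSEA in the paper, were tested as sets with camera of the limma package at its preset correlation between genes of 0.01. Of 34 tested lists, 19 were lower and 3 higher in the OE-AC093797.1 group (Benjamini-Hochberg adjusted over the lists). All 19 lower lists were also lower by fry, a rotation test that keeps the correlation between genes. Estimating that correlation moved the number most, to 2 lists, the hub genes and the third module of Figure 5E. The study chose both among its differentially expressed genes from these tumors, so their lower level is not independent evidence. No list defined without these tumors stayed lower in that setting. Several of the 19 lists also share genes, so they are not separate results. Among the 9 other ways to divide the 6 tumors into 3 and 3, camera's preset correlation gave 0 to 13 lists in whichever direction held more. Tyrosine degradation genes were lower (15 tested, median log2 fold change -0.64, camera adjusted p = 3.0e-08), and 9 of them had a lower count with an adjusted p under 0.05. The list holds the 6 tested alcohol dehydrogenases, which give 5 of these 9 and all 4 downregulated genes, and the median of the other 9 members was -0.29. Branched-chain amino acid degradation genes were lower (32 tested, median -0.17, camera adjusted p = 0.0316), but not without control replicate 1 (0.0528) or OE-AC093797.1 replicate 1 (0.0519) in a range of 0.00229 to 0.301 over the alternatives. The lists for arginine and proline metabolism (median -0.10, camera adjusted p = 0.157), starch and sucrose metabolism (median 0.044, 0.726) and glycerolipid metabolism (median 0.068, 0.584) moved in no one direction. Arginine and proline metabolism fell below 0.05 without control replicate 2 (0.0430) or OE-AC093797.1 replicate 2 (0.0497), in a range of 0.0206 to 0.344 over its alternatives. Single genes of these lists were nevertheless downregulated. HK2 fell from 30.9 ± 14.9 to 5.23 ± 2.16 normalized counts (SD, n = 3) and AMY2B from 75.4 ± 7.82 to 16.8 ± 1.96, while PYGL had a higher count (log2 fold change 1.04). LIPE (log2 fold change -3.04) was also downregulated, and so was ABAT (-2.11) of the branched-chain amino acid degradation list. ARG1 had 14, 16 and 28 counts in the control tumors and 1, 1 and 10 in the OE-AC093797.1 tumors, and its call was lost without control replicate 3 or OE-AC093797.1 replicate 1 or 2, with log2 fold changes of -1.95, -1.82 and -1.86. Of the genes for cell adhesion, HLA genes (11 tested, camera adjusted p = 0.00025) and claudins (11 tested, camera adjusted p = 0.00639) were lower. Cadherins (10 tested, 0.526) and integrins (22 tested, 0.201) were not, although the integrins were higher without OE-AC093797.1 replicate 2 (0.0479, in a range of 0.0479 to 0.641). CDH6 fell from 1783 ± 392 to 101 ± 61.3 normalized counts (SD, n = 3) and CLDN18 from 95.6 ± 35.6 to 11.4 ± 4.20.

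**Figure D2:**
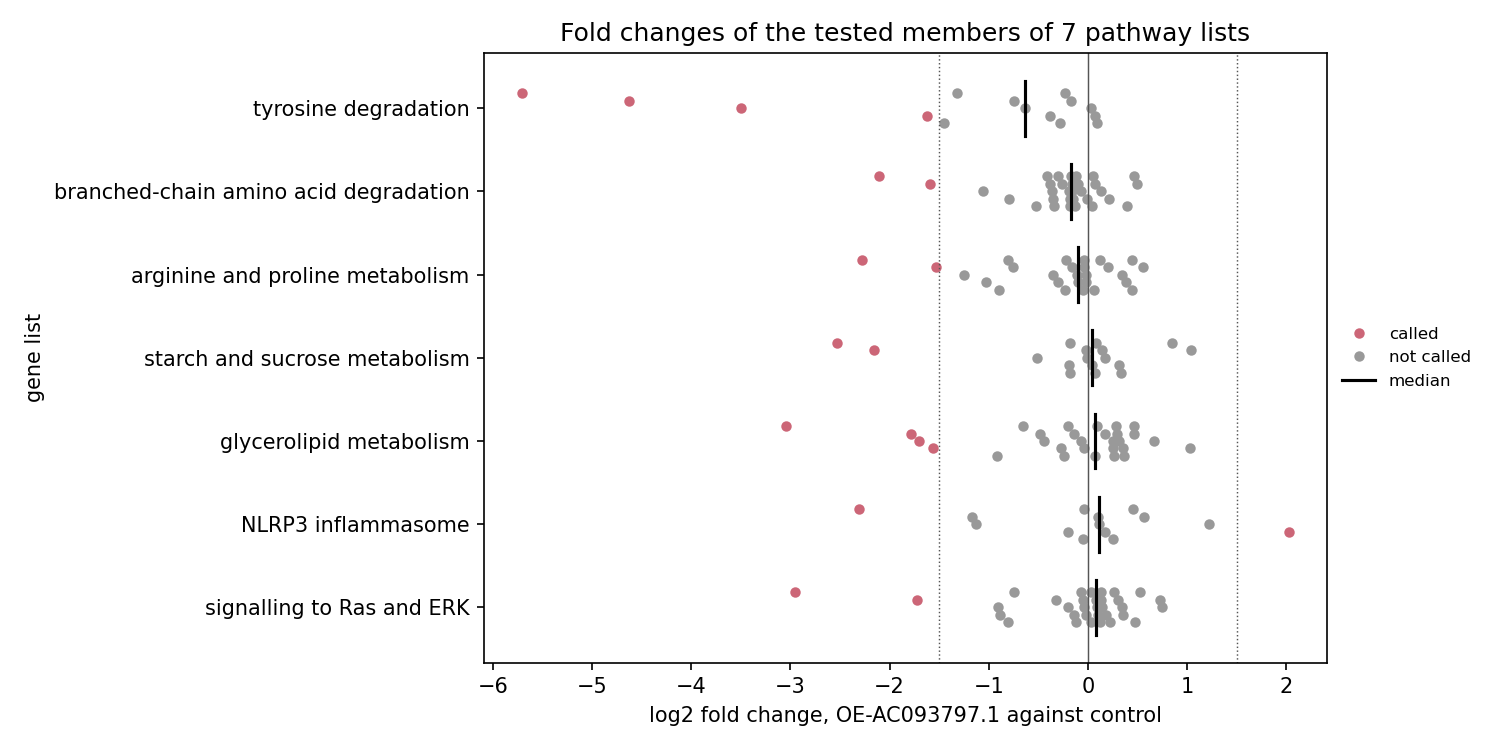
Log2 fold change of each tested gene in 7 pathway lists, OE-AC093797.1 group against control group. Each point is a gene, coloured points are differentially expressed, black lines are medians and dotted lines mark 1.5 in either direction. The median of the tyrosine degradation genes lies at -0.64 and that of the starch and sucrose genes at 0.044.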

The result of GSEA showed that the KEGG pathway gene set of the metabolism of glycolipid metabolism, tyrosine metabolism, starch and sucrose metabolism, arginine and proline metabolism, valine leucine and isoleucine degradation, cell adhesion molecules cams, pentose and glucuronate interaction, amyotrophic lateral sclerosis (Figure 6A), and the Reactome pathway gene set of the NLRP3 inflammasome, signaling to Ras, and signaling to ERKs, and other three pathway was significantly enriched in the control group (Figure 6B).

**FIGURE 6:**
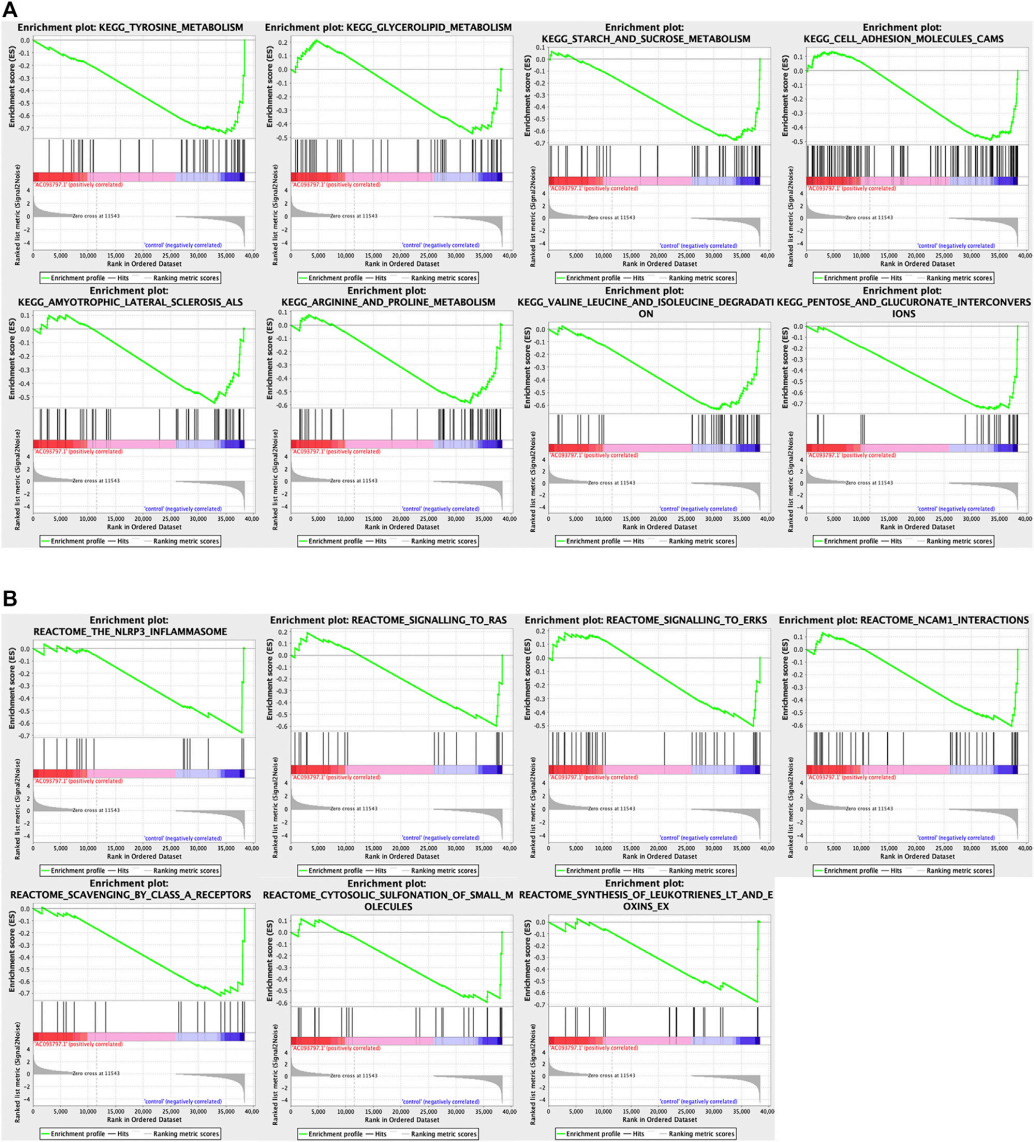
The GSEA analysis between the OE-AC093797.1 and control group. **(A)** GSEA analysis based on the “c2.cp.kegg v7.4.symbols.gmt”. **(B)** GSEA analysis based on the “c2.cp.reactome.v7.4.symbols.gmt”.

Furthermore, a PPI network was constructed in the STRING database and visualized by the Cytoscape. By the MCODE plug-in in Cytoscape, three function modules of the PPI network were parsed out (Figures 5E–G), and the top 20 core genes were extracted from the PPI network *via* the plug-in CytoHubba using the MCC algorithms (Figure 5H). 

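The network itself was not rebuilt, and the genes shown in Figures 5E and 5F were taken from the paper. Since the study chose them among its differentially expressed genes from these tumors, their counts are not independent evidence. Of the 22 genes of the second module, 21 were tested, and all were differentially expressed, 17 downregulated and 4 upregulated. The median log2 fold change was -1.92. The 17 genes of the third module held 13 downregulated and 4 upregulated genes, with a median of -1.78. Upregulated members were TF, FAS, ITGAX, CYBB, LCP1, GJA1, COL7A1 and COL13A1. ITGAX rose from 16.8 ± 5.63 to 82.2 ± 11.7 normalized counts (SD, n = 3), a log2 fold change of 2.28 (standard error 0.30, adjusted p = 1.0e-04 in edgeR's quasi-likelihood test). CYBB had a log2 fold change of 1.54 and missed the criterion without control replicate 2 (1.31) or OE-AC093797.1 replicate 3 (1.27). COL7A1, also at 1.54, missed it without control replicate 2 (1.36), OE-AC093797.1 replicate 1 (1.43) or OE-AC093797.1 replicate 3 (1.48). Of the 6 fits that each left out one tumor, 4 lost the call of ORM1 and 3 that of VTN. The call of IL12RB1 was lost in 3, that of FAS in 2 and that of GATA4 in 1. HGF fell from 216 ± 45.8 to 34.5 ± 20.3 normalized counts (log2 fold change -2.65, standard error 0.33). Among the core genes that are not hub genes, ALB (ENSG00000163631), on chromosome 4 from 73397114 to 73421412, fell from 14266 ± 760.4 to 3739 ± 1290 normalized counts (SD, n = 3). Its log2 fold change was -1.93 (standard error 0.18, adjusted p = 7.6e-06 in edgeR's quasi-likelihood test). ALDH1A2 had a log2 fold change of -1.55 and missed the criterion without control replicate 2 (-1.27) or OE-AC093797.1 replicate 3 (-1.43). CCL2 had 3, 12 and 23 counts in the control tumors and 0 in each OE-AC093797.1 tumor, at least 4.30-fold lower, and was not tested because of its low counts.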

Combining the above two algorithms, 13 histone family members HIST1H2BJ, HIST1H2BK, HIST1H2AC, HIST2H2AA3, HIST1H2AI, HIST1H2BG, HIST2H4B, HIST2H4A, HIST1H2BC, HIST1H1C, HIST1H3H, HIST2H3D, HIST2H2BF, and TTR, A2M, PTPRC, and FGG were selected as hub genes finally.

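Of these 17 hub genes, 12 passed the filter on low counts, and all 12 were downregulated in the OE-AC093797.1 group. The number with an adjusted p under 0.05 was 12 over all genes tested and 12 when adjusted over the list alone. The study chose this list among its differentially expressed genes from these tumors, so neither number is independent evidence. All 17 had a lower mean count in the OE-AC093797.1 group, and for 16 the normalized counts of the 2 groups did not overlap. The choice of the list favours both, so the 10% of genes separated by chance is no fair comparison. One of the 16, HIST2H4B, had 3 counts in tumors of both groups and was separated by the scaling to library size alone. The test against a log2 fold change of 1.5 itself (glmTreat) moved the number of downregulated hub genes most, to 4. HIST1H1C (ENSG00000187837), on chromosome 6 from 26055787 to 26056428, fell from 2040 ± 218 to 453 ± 79.8 normalized counts (SD, n = 3 tumors per group), a log2 fold change of -2.17 (standard error 0.13, adjusted p = 2.3e-07 in edgeR's quasi-likelihood test). HIST1H2BK fell from 838 ± 108 to 236 ± 3.51 normalized counts, a log2 fold change of -1.83 (standard error 0.13, edgeR adjusted p = 5.7e-07), and shares 30.8% of its 96-base words with other genes. The other 6 tested histones had log2 fold changes between -2.20 (HIST1H2BJ) and -1.52 (HIST1H2BG). FGG, on chromosome 4 from 154604134 to 154612967, fell from 1679.5 ± 354 to 387 ± 76.8 normalized counts, a log2 fold change of -2.12 (standard error 0.17, edgeR adjusted p = 2.0e-06), in a region whose neighbouring genes shifted down together. PTPRC fell from 119 ± 14.6 to 3.59 ± 1.43 normalized counts, a log2 fold change of -5.00 (standard error 0.33, edgeR adjusted p = 4.8e-07). A2M had 10, 18 and 15 counts in the control tumors and 0 in each OE-AC093797.1 tumor, at least 4.94-fold lower. TTR had a log2 fold change of -1.56 and missed the criterion without control replicate 2 (-1.32), OE-AC093797.1 replicate 1 (-1.40) or OE-AC093797.1 replicate 3 (-1.41). Without OE-AC093797.1 replicate 1, HIST1H2AC (-1.42), HIST1H2BC (-1.33) and HIST1H2BG (-1.33) missed it too, as HIST1H2BC (-1.44) and HIST1H2BG (-1.33) did without control replicate 3. The 5 untested hub genes were histones with few counts. HIST2H2AA3 had 2, 11 and 35 counts in the control tumors and 2, 2 and 1 in the OE-AC093797.1 tumors, and all of its 96-base words occur in other genes. The share of such words was 97.1% for HIST2H4B, 95.1% for HIST2H4A, 58.1% for HIST1H2AI and 55.1% for HIST2H3D. Together HIST2H4A and HIST2H4B had 6, 49 and 34 counts in the control tumors and 1, 1 and 5 in the OE-AC093797.1 tumors.

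**Figure D3:**
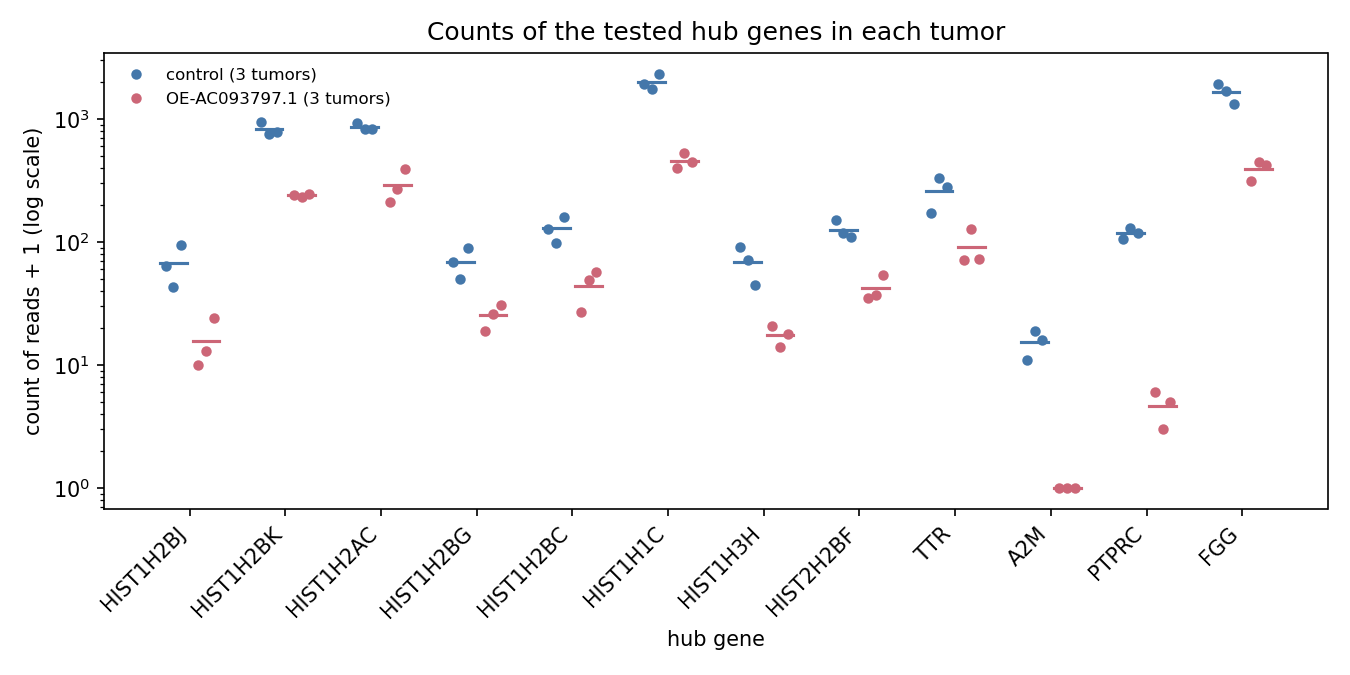
Count of reads plus 1, without normalization, of the 12 tested hub genes in each tumor, on a log axis. Each point is a tumor, colours mark the control group and the OE-AC093797.1 group, and lines are the group means of the count plus 1. The 3 OE-AC093797.1 tumors lie below the 3 control tumors for each gene.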

## Discussion

According to the newest report from World Health Organization (WHO), among all malignant tumors, the incidence rate of liver cancer patients ranks sixth and the mortality rate ranks third (Valery et al., 2018; Sung et al., 2021). The stages of the tumor determine the prognosis of liver cancer generally, and the 5-year survival of patients with early-stage liver cancer can be more than 70%. In contrast, patients with advanced symptoms who need systemic therapy only had a median survival of 1–1.5 years (Villanueva, 2019). At present, the main treatment method for liver cancer is surgery, and this treatment also makes the early-stage patients obtain the maximum benefit. Consistent with clinical observation, we found that the TNM stage was one of the independent risk factors that affect the 5-year OS and DFS of HCC patients, and patients at stage Ⅲ-Ⅳ have a worse prognosis.

Nonetheless, other clinical indicators, including age, gender, grade, related family history, etc., are also factors that cannot be ignored in clinical practice that affect the prognosis of HCC patients. However, those indicators were not risk factors to the 5-year OS and DFS based on the survival information of HCC patients in the TCGA database. The lncRNA AC093797.1 was downregulated in HCC, and the HCC patients with lower expression of the lncRNA have a poorer prognosis. *Via* subgroup analysis, we found that the expression of AC093797.1 was an independent risk factor affecting 5-year survival in patients with age ≤ 60, BMI ≤ 23.9, related family history, TNM stage III-IV, or grade III-IV, and AC093797.1 combined with age, BMI, TNM stage, grade, and related family history can better predict the 5-year survival in these specific patients, indicating that AC093797.1 may have a close correlation with these clinical indicators and more suitable as a prognostic marker in those specific HCC patients.

Until now, the biological function of AC093797.1 has not been reported in liver cancer or any other malignant tumors. To explore the role of AC093797.1 in the HCC, we transformed the overexpression vector OE-AC093797.1 into HCCLM3, a liver cancer cell line with high spontaneous lung metastasis. In the CCK8, transwell, and wound healing assays, overexpressed AC093997.1 showed inhibitory effects on cell proliferation, invasion, and migration. This inhibitive tumorigenicity role of AC093797.1 was also confirmed by the nude mice tumor formation experiment, the result showed that the volume of tumors in the OE-AC093797.1 group was smaller than the control group, and the decreased Ki67 also revealed the weakened cell proliferation of tumors in the OE-AC093797.1 group. However, no lung metastases were seen in all the mice examined.

Considering that the research on AC093797.1 is very limited, we performed RNA sequencing on tumor tissues isolated from nude mice to gain a broader understanding of the regulatory role of AC093797.1 in HCC. Finally, we obtained 710 differentially expressed genes between the cells transfected with OE-AC093797.1 or empty vector, including 243 upregulated and 467 downregulated genes. *Via* the GO, KEGG, and GSEA enrichment analysis, we found that those differential genes were mainly significant enriched in the following KEGG signaling pathway: the retinal metabolism, alcoholism, drug metabolism-cytochrome P450, steroid hormone biosynthesis, metabolism of xenobiotics by cytochrome P450, etc., and mainly involved in the extracellular matrix organization, extracellular structure organization, and other biology process or molecular function. Extracellular matrix (EMC) is the major component of the local microenvironment or niche of cancer. The importance of ECM to cancer progression is now well recognized (Poltavets et al., 2018). The abnormal ECM dynamics are a hallmark of cancer (Lu et al., 2012) and lead to the development of cancer (Walker et al., 2018). The upregulated matrix metallopeptidase, including MMP-1, −3, −7, −10, −11, −13, −14, −16, −26, and −28, are favoring the invasion and metastasis (Scheau et al., 2019), while MMP1, MMP13, and MMP28 were significantly downregulated in the AC093797.1 overexpressed HCC cell HCCLM3, suggesting that this may be one of the reasons AC093797.1 inhibited the migration and invasion of HCC cells.

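MMP1 (ENSG00000196611), on chromosome 11 from 102789920 to 102798160, had 1788 ± 251 normalized counts in the control tumors and 449 ± 20.7 in the OE-AC093797.1 tumors (SD, n = 3). Its log2 fold change was -1.99 (standard error 0.12, adjusted p = 2.1e-07 in edgeR's quasi-likelihood test). MMP13, on the same chromosome from 102942995 to 102955734, fell from 44.1 ± 13.99 to 6.92 ± 1.19 normalized counts, a log2 fold change of -2.66 (standard error 0.39, edgeR adjusted p = 0.000259). MMP28, on chromosome 17 from 35756249 to 35795707, fell from 134 ± 24.4 to 13.7 ± 3.95 normalized counts, a log2 fold change of -3.27 (standard error 0.28, edgeR adjusted p = 3.1e-06). All 3 genes were downregulated at the paper's criteria in each of the 6 fits that left out one tumor. A filter of at least 10 counts in every tumor removed MMP13 and MMP28 and moved this number most, to 1. The other members named here went both ways. MMP7 had a higher count in the OE-AC093797.1 tumors (log2 fold change 0.59, standard error 0.11, edgeR adjusted p = 0.0015), and MMP14 a lower one (-0.41, standard error 0.090, edgeR adjusted p = 0.00433). The changes of MMP10 (-0.92, standard error 0.33) and MMP11 (0.14, standard error 0.32) were not significant, and MMP11 changed sign without control replicate 1 (-0.051) or OE-AC093797.1 replicate 1 (-0.043). MMP3, MMP16 and MMP26 had 3 counts or fewer in every tumor, so that a difference was not detectable at this depth. Of 11 tested matrix metallopeptidases, 3 were downregulated and none upregulated (adjusted p = 0.0169 in Fisher's exact test over the families). From the lower levels of MMP1, MMP13 and MMP28, the paper proposes a reason for the inhibited migration and invasion of the transfected cells.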

It was worth noting that the GSEA enrichment analysis using the expression matrix found that KEGG pathway gene set of the metabolism of glycolipid, tyrosine, starch and sucrose, arginine and proline, valine leucine and isoleucine degradation, cell adhesion molecules cams, pentose and glucuronate interaction, and amyotrophic lateral sclerosis were significantly enriched in the control group.

The rapid growth of cancer cells usually runs out of glucose and must use other raw materials as substitution, such as fats and amino acids (Nguyen et al., 2020). Tyrosine is one of the preferred raw materials for cancer, but it is rarely used by normal healthy cells (Nguyen et al., 2020). The catabolism of all three essential amino acids valine, isoleucine, and leucine can also yield NADH and FADH2 which can be utilized for ATP generation. The process of arginine metabolism can generate two derivatives (glutamine and proline) with different functions in cancer development (Zou et al., 2019). The rapid tumor growth has a high demand for glutamine, although it is a non-essential amino acid (Zou et al., 2019). Cancer cells prefer to rely on aerobic glycolysis rather than the oxidation of pyruvate to meet the rapid proliferation of the high energy demand (Zhou et al., 2021). Zhou et al. found that the oroxyloside (OAG)-induced glycolipid metabolic switch could increase ROS levels and lead to G1 cell cycle arrest and growth inhibition of HCC cells (Zhou et al., 2021). Pentose and glucuronate interconversions were deregulated in 100% cancer (Becker et al., 2012). 

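The list for pentose and glucuronate interconversions consists mostly of UDP-glucuronosyltransferases. It was lower in the OE-AC093797.1 tumors, with a median log2 fold change of -0.67 over 23 tested genes (camera adjusted p = 3.7e-07). Of these genes, 13 had a lower and 3 a higher count with an adjusted p under 0.05, and 6 were downregulated at the paper's criteria. When the correlation between genes was estimated, the adjusted p of camera rose to 0.0698, in a range of 1.1e-11 to 0.0698 over the alternatives. The reads of the UGT1A members cannot be assigned to single genes, since these share exons, and UGT1A3 changed sign without control replicate 2 (0.024), OE-AC093797.1 replicate 1 (0.066) or OE-AC093797.1 replicate 3 (0.067).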

The deregulated pentose and glucuronate interconversions were not enriched in the HCC cells transfected with OE-AC093797.1. It seems that AC073797.1 might alleviate the effect of this pathway on HCC cells. The above results reveal that cells transfected with OE-AC093797.1 seem to have less energy and biomaterial supply than the cells in the control group or reprogramed the metabolic process, and result in weaker proliferation ability of the cells transfected with OE-AC093797.1.

In addition, the Reactome pathway gene set of the NLRP3 inflammasome, signaling to Ras, and signaling to ERKs and other three pathways was shown. It has been reported that NLRP3 inflammasome has different effects in different malignancies and is considered a double-edged sword against cancer (Ju et al., 2021). But the role of NLRP3 inflammasome activation in HCC remains unclear. 

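NLRP3 itself had 0, 2 and 0 counts in the control tumors and 0 in each OE-AC093797.1 tumor, so that a difference was not detectable at this depth. As a set, 14 tested genes of a hand-written NLRP3 inflammasome list did not move in one direction (median log2 fold change 0.11, camera adjusted p = 0.82). The list also holds NLRP1 and NLRC4, sensors of other inflammasomes, and was not tested without them. With an adjusted p under 0.05, 3 of its genes were lower (CASP1, TXNIP and P2RX7) and 3 higher (NLRP1, IL1B and PANX1). CASP1 (ENSG00000137752), on chromosome 11 from 105025443 to 105035250, fell from 42.8 ± 6.97 to 8.56 ± 5.03 normalized counts (SD, n = 3), a log2 fold change of -2.31 (standard error 0.42, adjusted p = 0.00129 in edgeR's quasi-likelihood test). NLRP1 rose from 34.9 ± 15.4 to 143 ± 26.7 normalized counts, a log2 fold change of 2.02 (standard error 0.29, edgeR adjusted p = 0.000179). TXNIP had a log2 fold change of -1.17 and IL1B one of 1.22, and PYCARD did not change (-0.053, standard error 0.13). For signalling to Ras and ERK, 33 genes were tested (median log2 fold change 0.080, camera adjusted p = 0.762), of which 6 were lower and 6 higher with an adjusted p under 0.05. SHC2 (ENSG00000129946), on chromosome 19 from 416583 to 460996, fell from 763 ± 26.8 to 98.0 ± 12.2 normalized counts (SD, n = 3), a log2 fold change of -2.96 (standard error 0.14, edgeR adjusted p = 4.0e-08). SHC3 had a log2 fold change of -1.72 and missed the criterion without control replicate 1 (-1.46) or OE-AC093797.1 replicate 2 (-1.47). MAP2K2 had a lower count (-0.74, standard error 0.11). SHC2 and MAP2K2 lie in a region of chromosome 19, and IL1B in one of chromosome 2, where neighbouring genes shifted together.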

The Ras/MAPK pathway is activated in 50–100% of human HCC and is associated with poor prognosis (Delire and Stärkel, 2015). Ras is the first intracellular effector of the ERK1/2 pathway. Various extracellular stimuli can trigger the transformation of RAS from an inactive form to an active form and then through multiple effectors to activate the pathways implicated in cell growth, survival, differentiation, and migration (Delire and Stärkel, 2015). Ras/MAPK is usually activated in more than half of HCC patients and is associated with a poor prognosis (Delire and Stärkel, 2015). Ras/MAPK pathway effectors are considered potential targets for the treatment of HCC.

Besides, we also analyzed the interaction between the differentially expressed genes *via* Cytoscape and identified 13 histones and TTR, A2M, PTPRC, and FGG as the hub genes. Although these histones and other hub genes are mostly used as prognostic markers of tumor patients, a few studies have shown that histones may be related to the malignancy of tumor cells. In low-grade glioma (LGG), the upregulated HIST1H2BK was an indicator of poor prognosis and may be a promising biomarker for the treatment of LGG (Liu et al., 2020). HIST1H2AI might involve in nucleosome assembly and DNA packaging (Han et al., 2014). Upregulated HIST1HABF can enhance the cancer stem cell phenotype, malignancy, and liver metastasis through the activation of Notch signaling in colorectal carcinoma (Qiu et al., 2021). In adrenocortical carcinoma, the hub gene HIST1H1C was associated with poor overall survival (Alshabi et al., 2019). For other hub genes, transthyretin (TTR) has the ability to stimulate tumor growth through regulation of tumor, immune, and endothelial cells (Lee et al., 2019); FGG is capable of promoting migration and invasion in hepatocellular carcinoma cells through activating epithelial to mesenchymal transition (EMT) (Zhang et al., 2019); and PTPRC can interact with CXCR4 in a putative molecular network constructed from microarray data, which is closely related to colon cancer metastasis (Chu et al., 2017).

## Conclusion

In this study, we found that AC093797.1 was downregulated in the HCC tissues and four HCC cell lines, and low expression of AC093797.1 in HCC patients was associated with a poor prognosis. AC093797.1 overexpression may inhibit tumor growth in nude mice and inhibits cell proliferation, invasion, and migration *in vitro*. The differentially expressed genes identified by RNA-sequencing are mostly involved in the cell division or metastatic pathways. 

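Genes of the cell cycle, taken as a hand-written list of 25, had higher counts in the OE-AC093797.1 tumors, with a median log2 fold change of 0.42 (camera adjusted p = 1.7e-07, and 0.0109 by fry). With the estimated correlation the adjusted p of camera was 0.284, in a range of 8.9e-12 to 0.284 over the alternatives. Of the 25 genes, 14 had a higher and 1 a lower count with an adjusted p under 0.05, but 0 met the fold change criterion. RRM2, on chromosome 2 from 10120698 to 10131419, rose from 577 ± 7.86 to 1310.0 ± 48.3 normalized counts (SD, n = 3), a log2 fold change of 1.18 (standard error 0.10, adjusted p = 2.2e-06 in edgeR's quasi-likelihood test). RRM2 and the next largest rises, BUB1 (0.98), BIRC5 (0.83) and MCM6 (0.71), lie in regions of chromosomes 2 and 17 where neighbouring genes shifted together. Of the 21 genes outside such regions, 10 were higher and 1 lower with an adjusted p under 0.05 (median 0.28). TOP2A (0.62, standard error 0.10), CDK1 (0.45, standard error 0.11) and PCNA (0.31, standard error 0.10) had higher counts. CCNA2 had a lower count (-0.46, standard error 0.11, edgeR adjusted p = 0.00843).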

In summary, our research suggests that AC093797.1 may be a promising diagnostic and therapeutic target for hepatocellular cancer.

## Data Availability

The RNA-sequencing data presented in the study were deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE186933 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186933).

How the deposited data were processed for this re-analysis (not part of the article)

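RNA sequencing counts of 6 subcutaneous HCCLM3 tumors were analysed, 3 of the OE-AC093797.1 group and 3 of the control group, as the sample labels name them. The authors deposited a count of reads per gene and tumor, in whole numbers without normalization, and for each tumor a second set of values without a stated unit. The deposited second values are FPKM. In every tumor 100% of them equal, to within 1%, the count divided by the gene length and by one library size. That library size was 0.987 to 1.03 times the total count. The FPKM values were used for this check alone, and all results come from the counts. Gene coordinates, names and lengths in the counts are those of GENCODE 29 (Ensembl 94) on GRCh38. The paper's text does not name the aligner, the counting tool or how reads from mouse cells were treated, and a directional library kit is named in the labels without the strand used for counting. The copy of Supplementary Table S1 used here lists 709 genes, against the paper's 710 differentially expressed genes, and its fold changes were compared for the 616 of these that were tested here.

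Counts were normalized and tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr with a minimum count of 10, default quasi-likelihood fit), with no covariate. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg over the tested genes) and an absolute log2 fold change over 1.5, which are the paper's criteria. The common dispersion was 0.0163. Totals per tumor, from 13600048 to 15327751, put a count of 3 at 0.196 to 0.221 CPM. Where every tumor of one group had 3 counts or fewer, the fold change was computed against that floor and given as a lower bound. The 10 most abundant genes took 7.11% to 8.56% of the counts of a tumor and mitochondrial genes 4.43% to 5.39%. Intervals and floors cover counting error only.

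Called genes were compared with tested genes in 14 families defined by symbol (one-sided Fisher's exact test, Benjamini-Hochberg over the families). These were collagens, extracellular matrix structural genes, matrix metallopeptidases, histones, serpins, UDP-glucuronosyltransferases, alcohol dehydrogenases, cytochrome P450 genes, sulfotransferases, HLA genes, claudins, cadherins, integrins and cancer-testis genes of chromosome X. Together with lists of hub genes, figure modules, pathways, cell cycle genes, cell type markers, hepatocyte secretory genes, chromosome Y genes and interferon-stimulated genes, they were also tested with camera of limma 3.58.1 (preset correlation 0.01, two-sided), where at least 5 members were tested. Of 36 lists, 34 had that many. The study's GO, KEGG and Reactome sets and its protein network were not used here, and the hand-written lists stand in for them. Shared sequence was measured as the percent of 96-base words of a gene's transcripts that occur in other genes. Shifts along chromosomes were measured as medians over blocks of 40 neighbouring genes with a log2 CPM over 2, against 1000 shuffled orders of the genes. Figures were drawn with matplotlib 3.10.9.

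The comparisons, tests and alternatives, the lists, and the rule for the genes named were fixed before the data were examined. By that rule the text names every gene that the paper's text or Figures 5E and 5F name, MKI67 and GAPDH, the members of the lists, and the 5 largest rises and falls among called genes whose groups do not overlap and whose mean count is at least 10. The alternatives were DESeq2 1.42.0 on all genes with a count, a robust dispersion, no filter on low counts, at least 10 counts in every tumor, DESeq2's size factors, upper-quartile normalization, library size alone, an absolute log2 fold change over 1, glmTreat against a log2 fold change of 1.5, the replicate number as a block, and each tumor left out in turn. For the families the downregulated genes alone were also tested, and for the lists fry, camera with estimated correlation and fgsea 1.28.0. Each split of the 6 tumors into 3 and 3 was tested in the same way.

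The steps were tested on simulated data with planted changes. On 15446 genes edgeR recovered 199 of 200 planted genes with 3 false calls and a median absolute error of 0.127 on the log2 scale. On 15722 genes DESeq2 recovered 199 of 200 with 0 false calls. The planted list, on 15427 genes, had a log2 fold change of -1, and the planted family, on 15417 genes, one of -3. Each was found, and 0 lists or families without planted genes were called. The planted family lay well past the fold change criterion, so its recovery does not bear on calls close to that criterion. Correlation between genes was not among the planted changes. The simulation therefore does not check the adjusted p of the real lists, which depended on that correlation. Of the planted block shifts, 3 of 3 were found on 11824 genes, with 0 others. Other experiments of the paper have no sequencing data here and were left out.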

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

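For the results in this part, the tests of an extra copy of chromosome X, of members with little shared sequence (with its limit of 10%) and of a random order of the genes were chosen only after the result was seen. Cancer-testis genes of chromosome X, which the paper does not discuss, were higher in the OE-AC093797.1 group than in the control tumors: 9 of 14 tested were upregulated and 0 downregulated, although 2 had a lower count with an adjusted p under 0.05 (Fisher's exact test, Benjamini-Hochberg adjusted p = 9.5e-09, camera adjusted p = 9.3e-09). The over-representation was lost with at least 10 counts in every tumor (adjusted p = 0.152, with 1.6e-12 to 1 over the alternatives, the highest for downregulated genes alone), and the camera call with the estimated correlation (0.0698). The median log2 fold change of the 14 genes was 2.95 with 5 genes taken at their lower bound. CSAG3 was at least 30.5-fold higher, and MAGEA6 (log2 fold change 4.58) and SPANXD (3.91) were higher as well. An extra copy of chromosome X would raise its other genes too, but the median log2 fold change of 534 other tested genes of the chromosome was -0.016. Reads shared between near-identical members would not raise members with little shared sequence. Of 9 tested members that share under 10% of their 96-base words with other genes, 5 were upregulated, namely CT55, MAGEA11, MAGEA12, CSAG1 and SPANXB1, which share at most 6.58%, and this argues against shared reads as the cause of their rise. Shared reads remain open for the 4 upregulated members that share more, CSAG3 (88.8%), MAGEA6 (33.8%), SPANXD (41.4%) and SPANXA1 (100%), the last called in only 3 of the 6 fits that each left out one tumor. The summed CPM of 100 family members rose by 0.25 on the log2 scale, from 165 ± 1.58 to 196 ± 19.0 (SD, n = 3, two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). For those 4 members, reassignment of reads and a true rise cannot be told apart, because the sum covers members that were abundant in both groups. With at least 10 counts in every tumor, which removes the genes absent from the control group, the list turned down (camera adjusted p = 0.718, with 1.2e-12 to 0.718 over the alternatives). Regulation by AC093797.1 and a difference between the transfected populations that arose before injection both remain possible and were not separated.

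Neighbouring genes shifted together along some chromosomes, in data the paper did not analyse by position. Of 295 blocks of 40 neighbouring genes, 26 (8.81%) had a median log2 fold change past 0.35 in either direction, the largest block median among 1000 shuffled orders of the genes, 17 higher and 9 lower. A random order of the genes would thus not give these 26 blocks. They formed 11 regions. The highest block median, 0.83, was on chromosome 3 from 3126916 to 10243743, and the lowest, -0.83, lay on chromosome 19 between 281040 and 6375251. The long arm of chromosome 4 from 150264531 to 189963204, which holds AC093797.1, was lower (-0.52). After a correction for GC content and length of the genes, 22 of the 26 blocks were still past the limit, so that trend is not the whole cause. In all 26 blocks the 3 tumors of one group lay above the 3 of the other, and the weakly and strongly expressed genes shifted alike. Of 269 other blocks, 86 had separated groups, where 10% would by chance. The 26 blocks were chosen for a large median difference between the groups, which favours both properties. The comparison with the other blocks therefore does not bear on their cause. A difference in DNA copy number between the 2 transfected cell populations may explain the 26 blocks. It cannot be told apart from regulation of whole regions, since DNA was not measured here. Within the regions 57 of 1304 tested genes (4.37%) were differentially expressed, and elsewhere 4.22%.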

How the results depend on the processing

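The 665 differentially expressed genes became 661 with a robust dispersion, 662 with DESeq2's size factors, 675 with upper-quartile normalization, 679 with library size alone and 711 with DESeq2, which shared 615 of them. Across the 6 fits that each left out one tumor they ranged from 654 to 768. No filter on low counts gave 940, with 348 upregulated. At least 10 counts in every tumor gave 284 (84 upregulated, 200 downregulated), since 389 of the genes were then not tested. Stricter and looser fold change criteria changed the number by construction, with 1312 genes (468 upregulated, 844 downregulated) for an absolute log2 fold change over 1 and 199 (84 and 115) for glmTreat. None of the 665 genes changed direction in any of these settings in which it was tested. The same numbered tumors of the 2 groups were not alike: the correlations of their deviations were 0.12, 0.043 and -0.065, against -0.16 to 0.13 for other pairs. With the replicate number as a block, 675 genes were called, of which 653 were shared.

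Among the 17 hub genes, 4 remained downregulated with glmTreat, and 9 to 14 were downregulated across the leave-one-out fits. Of MMP1, MMP13 and MMP28, at least 10 counts in every tumor left 1, because the other 2 were not tested. Low counts left 5 of the hub genes untested.

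Of the 14 families, 5 were over-represented with glmTreat, which lost the histones (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.479), serpins (0.301) and UDP-glucuronosyltransferases (0.221), each in fewer called genes. Serpins were also lost with downregulated genes alone (0.484), and the matrix metallopeptidases with at least 10 counts in every tumor (0.213) and with an absolute log2 fold change over 1 (0.0806). Over all alternatives these 4 families ranged from 1.8e-09 to 0.479, 0.000597 to 0.484, 3.7e-05 to 0.221 and 0.00695 to 0.213. Sulfotransferases passed 0.05 with at least 10 counts in every tumor (0.00928), upper-quartile normalization (0.0383), library size alone (0.0387) and the replicate block (0.0383), in a range of 0.00928 to 0.31. Across the leave-one-out fits they ranged from 0.0375 to 0.295, and passed without control replicate 1 (0.0407) or OE-AC093797.1 replicate 2 (0.0375). HLA genes passed with at least 10 counts in every tumor (0.0353), without control replicate 2 (0.0171) or without OE-AC093797.1 replicate 2 (0.0257), in a leave-one-out range of 0.0171 to 0.137 and up to 1 over all alternatives. Cadherins passed without OE-AC093797.1 replicate 2 (0.0229), in a leave-one-out range of 0.0229 to 0.423 and up to 0.435 over all alternatives. The cause was not tested for these changes.

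Camera with an estimated correlation left 2 of the 19 lower lists, and the cause was not tested. Both, the hub genes and the third module, were chosen by the study from these tumors. Its adjusted p was 0.114 for the matrix metallopeptidases of the Discussion, 0.158 for collagens, 0.284 for extracellular matrix genes, 0.0640 for matrix metallopeptidases, 0.192 for histones and 0.0688 for UDP-glucuronosyltransferases and for alcohol dehydrogenases. It was 0.251 for sulfotransferases, 0.115 for HLA genes, 0.114 for claudins, 0.110 for tyrosine degradation, 0.301 for branched-chain amino acid degradation and 0.0698 for pentose and glucuronate interconversions. For each of these lists this was the highest value among its alternatives, and their lowest values reached from 1.1e-20 for alcohol dehydrogenases to 0.00241 for claudins. By fgsea, sulfotransferases (adjusted p = 0.118) and branched-chain amino acid degradation (0.121) were not lower. By fry, serpins were higher (0.0223, in a range of 0.0223 to 0.509) and arginine and proline metabolism was lower (0.0321), as it was with no filter on low counts (0.0206, in a range of 0.0206 to 0.344). Claudins missed 0.05 with at least 10 counts in every tumor (0.0596).

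Starch and sucrose metabolism turned down by fgsea (adjusted p = 0.569) and with no filter (0.933), in a range of 0.512 to 0.933. The NLRP3 list turned down by fgsea (0.321), without control replicate 2 (0.938) and without OE-AC093797.1 replicate 3 (0.892), in a leave-one-out range of 0.580 to 0.938. The cancer-testis list turned with at least 10 counts in every tumor (0.718), which removes the genes absent from the control group. Leave-one-out ranges that crossed 0.05 were 0.0479 to 0.641 for integrins (0.0479 without OE-AC093797.1 replicate 2), 0.0127 to 0.0528 for branched-chain amino acids (0.0528 without control replicate 1, 0.0519 without OE-AC093797.1 replicate 1) and 0.0430 to 0.253 for arginine and proline (0.0430 without control replicate 2, 0.0497 without OE-AC093797.1 replicate 2). The log2 fold change of MMP11 ranged from -0.051 to 0.35 and that of UGT1A3 from -1.24 to 0.067 across the leave-one-out fits. The cause was not tested, apart from the filter that removes genes.

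Over 119 named genes and all alternatives, 1739 values kept their direction and side of the criteria, 97 became weaker, 17 stronger and 5 reversed. The 14 families gave 220 unchanged, 8 weaker and 10 stronger values, and the 34 lists 399 unchanged, 26 weaker, 9 stronger and 6 reversed.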

Differences from the paper's values

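The paper's numbers of differentially expressed, upregulated and downregulated genes differed from those found here by less than a factor of 1.5. None of the fold changes compared differed beyond its error. Of the paper's 13 histone hub genes, 8 were tested and called here, and the other 5 had too few counts to be tested. Of the 709 genes in the copy of Supplementary Table S1 used here, 616 were tested, all with the same sign, and 614 were called in the same direction. For the 552 of them without a group at the floor, the largest difference was 0.14 on the log2 scale and 0 differed by more than the standard error. The other 93 were not tested because of low counts. The 665 differentially expressed genes, 228 upregulated and 437 downregulated, compare with the paper's 710, 243 and 467. With DESeq2 on all genes with a count there were 711, 244 and 467.

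The paper names 17 downregulated hub genes, of which 12 were tested and called here. DESeq2 and edgeR without a filter on low counts called all 17. The paper's core gene CCL2 was not tested here, and both of those settings called it downregulated.

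The paper describes these tumors as overexpressing AC093797.1. Here the summed count of the lncRNA was 2 in the OE-AC093797.1 tumors and 3 in the control tumors.

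The paper reports several gene sets as enriched in the control group for which the lists used here, which are not the paper's sets, showed no lower level. A glycerolipid list stands in for the set that the paper's text names glycolipid metabolism. The camera adjusted p was 0.157 for arginine and proline metabolism, 0.726 for starch and sucrose metabolism and 0.584 for glycerolipid metabolism. It was 0.82 for the NLRP3 inflammasome list and 0.762 for signalling to Ras and ERK. The NLRP3 list also holds NLRP1 and NLRC4, sensors of other inflammasomes, so it is a weak stand-in for the paper's set. Of these, arginine and proline metabolism was lower by fry (0.0321), with no filter on low counts (0.0206), without control replicate 2 (0.0430) and without OE-AC093797.1 replicate 2 (0.0497), in a range of 0.0206 to 0.344. No setting gave an adjusted p under 0.05 for the other 4 lists.

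The paper reports cytochrome P450 metabolism among the enriched pathways. The cytochrome P450 genes alone were not over-represented here in any setting (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.171, with 0.0522 to 1 over the alternatives), while alcohol dehydrogenases (0.000124) and UDP-glucuronosyltransferases (0.000192) were. The paper's pathways can hold enzymes of several families and were not tested here. The result for the P450 family alone therefore does not contradict the paper.

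The paper states that the differentially expressed genes are mostly involved in cell division or metastasis. Of 25 cell cycle genes, 0 were differentially expressed here, and 14 were higher and 1 lower with an adjusted p under 0.05.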

Other observations

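For the observations in this part, the tests on AC093797.1, on mouse host cells, on dividing cells, on cell cycle genes outside the shifted regions and on other differences between the transfected populations were chosen only after the result was seen. AC093797.1 had at most 3 counts in any tumor. Whether the labels of the 2 groups were swapped cannot be told from the lncRNA. Its highest count was 3 in the tumors labelled control and 1 in those labelled OE-AC093797.1. Reads lost to exons of SORBS2 on the other strand would affect few bases, since 97.1% of the exonic bases lie outside them, and SORBS2 itself had summed counts of 30 in the control group and 67 in the OE-AC093797.1 group (log2 fold change 1.11, standard error 0.41, edgeR adjusted p = 0.0612). The vector transcript may have been lost or lowered in the tumors after injection, where its summed count was 2. This cannot be told apart from a transcript that the counting missed, since the cells before injection were not sequenced here. Among the other lncRNAs of the risk signature, both loci listed as POLR2J4 were tested and not called (log2 fold changes 0.24 and -0.25), and AL121748.1 and AL162231.4 had 3 counts or fewer in every tumor.

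The differentially expressed genes are not explained by the block shifts along chromosomes as a whole, since 637 of 665 stayed past the criterion after the median of their block was subtracted. Any difference between the 2 transfected cell populations other than the lncRNA could also separate the groups, which did not overlap for 657 genes. It cannot be told apart from an effect of AC093797.1, since the tumors of each group came from 1 transfected population. Of the 10 splits of the 6 tumors, 1 gave as many differentially expressed genes, the real one. The other 9 gave 0, with 89 to 454 genes at an unadjusted p under 0.05 against 5884 in the real split. For the downregulated hub genes, for the over-represented families and for the lower lists, again 1 of the 10 splits gave as many. Hub genes and lists were counted there in whichever direction held more. The share of 0.1 is the smallest that 10 splits allow, so the number of splits alone cannot give a share under 0.05. The chi-square distance per gene was 28.9 to 50.9 between tumors of different groups and 7.81 to 19.3 within a group, which also argues against an accidental division of the tumors.

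Replication-dependent histones were lower, with a median log2 fold change of -1.35 over 24 tested genes, 18 of them lower and 0 higher with an adjusted p under 0.05. The 13 variant histones had a median of 0.18. Length of the genes does not account for this, since 3559 other protein-coding genes of the same length had a median of -0.10. Reads shared between histone paralogs do not either, because the summed CPM of all 90 HIST genes fell from 513 ± 39.7 to 198 ± 34.5 (SD, n = 3, log2 ratio -1.37, two-sided exact permutation test, p = 0.1, the smallest possible). Stronger selection of polyadenylated RNA in the OE-AC093797.1 libraries would lower other RNAs without a poly(A) tail. The median of 16 such RNAs was 0.33, but RN7SL2, by far the most abundant, fell by 1.84 (log2, edgeR adjusted p = 0.00892). The others had at most 116 counts in a tumor. Stronger selection therefore cannot be excluded by this test. Fewer dividing cells would lower cell cycle genes, of which 14 were higher, 10 of them outside the shifted regions. RNA alone does not exclude fewer dividing cells, since the paper reports a smaller Ki67-stained area in the OE-AC093797.1 tumors. The call of the cell cycle list was also lost with the estimated correlation (camera adjusted p = 0.284). Lower histone expression in the OE-AC093797.1 group remains a hypothesis, found and tested on the same tumors.

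The higher level of the cell cycle genes did not come from library size or composition, since the lowest median log2 fold change among 3 other scalings was 0.39. Block shifts along chromosomes are not the whole cause either, since 10 of the 21 genes outside the shifted regions were higher with an adjusted p under 0.05. MKI67, which encodes the protein Ki67, had 1997 ± 127 normalized counts in the control group and 2309.5 ± 121 in the OE-AC093797.1 group (SD, n = 3), a log2 fold change of 0.21 (standard error 0.10, edgeR adjusted p = 0.124). The paper's staining of the Ki67 protein was lower in the OE-AC093797.1 group, a fall that the RNA did not show. GAPDH had a log2 fold change of 0.25 (edgeR adjusted p = 0.0948). No biological explanation was tested for the cell cycle genes.

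A different share of mouse host cells would move all markers of a cell type one way. Of 10 tested leukocyte markers, 4 were lower and 3 higher with an adjusted p under 0.05 (camera adjusted p = 0.16). By fry the leukocyte list was lower (adjusted p = 0.0115, with 0.0115 to 0.954 over the alternatives), and LYZ fell from 3232 ± 893 to 257 ± 63.3 normalized counts while ITGAX rose. Of 15 tested fibroblast markers, 6 were lower and 2 higher (camera adjusted p = 8.5e-05, but 0.284 with the estimated correlation, in a range of 4.0e-10 to 0.284). Members that moved apart in both lists argue against a different share of mouse host cells as the whole cause. Of 20 markers in each list, 10 and 15 had enough counts to be tested on the human annotation. The study picked PTPRC, CD74, CYBB, ITGAX, LCP1 and TAGLN of these lists from the same tumors. Endothelial markers were higher, 3 of 6 with an adjusted p under 0.05 (camera adjusted p = 0.00668). This call was lost with the estimated correlation (0.114) and by fgsea (0.059), in a range of 0.000116 to 0.114 over the alternatives. KDR rose from 5.74 ± 4.83 to 176 ± 89.1 normalized counts and EGFL7 from 26.3 ± 4.84 to 113 ± 37.6 (SD, n = 3), and a cause of this was not tested.

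Of 16 tested hepatocyte secretory genes, 9 were lower and 2 higher with an adjusted p under 0.05. The median log2 fold change was -0.79 (camera adjusted p = 0.00252, but 0.268 with the estimated correlation, in a range of 9.3e-06 to 0.268). This list shares ALB, FGG, TTR, ORM1, VTN and TF with those of the study. These are all 5 of its downregulated genes and its 1 upregulated gene, so they are not independent evidence. Chromosome Y genes (10 tested, camera adjusted p = 0.324) and interferon-stimulated genes (21 tested, camera adjusted p = 0.227) did not move in one direction, although NLGN4Y was at least 8.39-fold lower. By fry both lists were lower, with an adjusted p of 0.0321 and 0.0109, in ranges of 0.0321 to 0.757 and 0.0109 to 0.503.

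Close to AC126323.1 on chromosome 15, the locus AC126323.6 from 62274163 to 62278365, chosen after its values were seen, had 30, 31 and 24 counts in the control tumors and 0, 0 and 2 in the OE-AC093797.1 tumors. The genes on either side, VPS13C (log2 fold change -0.26), C2CD4A (0.060) and TLN2 (-0.026), also chosen after their values were seen, did not change. No explanation was tested.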
